# SOX2 confers tumour permissiveness in a specific skin progenitor population

**DOI:** 10.1038/s41467-025-66251-4

**Published:** 2026-01-08

**Authors:** Patricia P. Centeno, Christopher Chester, Georgios Kanellos, Catriona A. Ford, Patrizia Cammareri, Gareth J. Inman, Thomas Jamieson, Rachel A. Ridgway, Richard Marais, Andrew D. Campbell, Owen J. Sansom

**Keywords:** Cancer stem cells, Cancer models, Mechanisms of disease, Skin cancer

## Abstract

The continuous renewal of the skin relies on stem and progenitor cells, yet their differential susceptibility to oncogenic mutations in cutaneous squamous cell carcinoma (cSCC) remains unclear. Rapid cSCC develops in melanoma patients on BRAF inhibitors due to paradoxical MAPK activation. To model this in mice, we use two complementary approaches: HRAS^G12V^ with a BRAF inhibitor to mimic paradoxical MAPK activation, and BRAF^V600E^, which drives MAPK hyperactivation without further treatment. We target these mutations to the interfollicular stem and differentiation-committed progenitors of the basal epidermis. While stem cells rapidly form tumours, progenitors exhibit long-latency resistance despite retaining mutations and repopulating the basal layer. Ultimately, both populations produce similar tumours, showing a shared transformation process. However, SOX2 is uniquely upregulated in progenitor-derived tumours and is expressed in 20% of human cSCC, indicating it might mark tumours arising from committed progenitors. Here, we show that SOX2 overexpression, along with MAPK activation, in progenitors induces a stem-like state and renders this otherwise resistant population permissive to rapid transformation.

## Abstract (web summary)

The oncogenic potential of interfollicular stem and progenitor cells in cutaneous squamous cell carcinoma (cSCC) remains poorly understood. Here, the authors modelled rapidly growing cSCC driven by the hyperactivation of the MAPK signalling pathway in mice and showed that SOX2 overexpression renders progenitor cells prone to transformation.

## Introduction

Adult stem and progenitor cells located in the basal layer continuously regenerate to maintain the mammalian interfollicular epidermis, ensuring its structural integrity and protection against the external environment. Within this compartment, a stem cell population expressing K14/K5+ coexists with a differentiation-committed progenitor population that additionally expresses differentiation markers, such as IVL+. Two models have been proposed to explain the basal layer heterogeneity. One describes the existence of two distinct basal progenitors that contribute differentially to epidermal homoeostasis, wound healing^1,2^ and mechanical stretching^3^. The other proposes that the basal layer heterogeneity arises from a continuum of cells at different levels of commitment towards differentiation in response to cues from the surrounding environment^4^. These cell populations also differ in their ability to initiate basal cell carcinoma^5,6^, but whether they exhibit similar functional divergence in cutaneous squamous cell carcinoma (cSCC) remains unclear.

Spontaneous human cSCC exhibits high mutational burden, heterogeneity and copy number alterations accumulated with age and UV exposure^7^, including mutations in known drivers of cSCC^8^. The skin hierarchy and spatial compartmentalisation typically restrict the proliferation of mutated cells. However external stressors and promoter events, such as wounding, inflammation, UV exposure and certain oncogenic mutations, can overcome these constraints, leading to tumorigenesis^3,9–13^. The most frequently observed mutations in cSCC accumulate in Notch (79.5%) and TP53 (71%) signalling pathways^10^. Single mutations within these pathways alone are insufficient to induce cSCC in mice and additional genetic alterations involving the TGFβ and MAPK signalling pathways are typically required^7,14–16^. Murine models have demonstrated the tumour’s ability to arise from different epidermal compartments, including the hair follicle, the sebaceous glands and the interfollicular epidermis^9,14,15,17^. The complexity and slow tumour progression of these models have limited mechanistic insights into skin carcinogenesis.

The most widely used model for cSCC is the well-established two-stage chemical carcinogen 7,12-dimethylbenz[a]anthracene (DMBA), followed by the promoting agent 12-O-tetradecanoylphorbol-13-acetate (TPA)^9,18^. This leads to rapid tumorigenesis from the *Lgr6+* hair follicle stem cells, predominantly driven by *Hras*^Q61L^ and *Trp53* mutations^9,19^. While *HRAS* mutations are relatively uncommon in spontaneous human cSCC (9–16%), they are frequent in healthy skin as passenger mutations^8,14,20^. Besides, a rapid onset of HRAS-driven cSCC is commonly found in ~60% of melanoma patients treated with BRAF^V600E^ inhibitors (BRAFi)^20–22^. This is attributed to the paradoxical activation of the MAPK signalling pathway driven by BRAFi, which promotes BRAF-CRAF dimers to synergise with pre-existing *HRAS* mutations in the skin^22,23^.

Here, we assess the mechanisms that confer permissiveness to initiate cSCC in the interfollicular stem and progenitor basal populations. We develop a suite of genetically engineered mouse models to study the aetiology of rapidly growing cSCC driven by hyperactivation of the MAPK signalling pathway. We define a tumour-primed and a tumour-resistant population and uncover a shared transcriptional programme responsible for transformation. Our findings demonstrate the different susceptibility of basal populations to cSCC transformation and reveal that SOX2 renders the otherwise tumour-resistant progenitor population susceptible to oncogenic transformation.

## Results

### Paradoxical MAPK signalling activation is a tumour promoter in cSCC

To study the susceptibility of the two different basal populations to transformation and tumour formation, we set out to generate genetically engineered mouse models of cSCC that resembled human disease. We drove the expression of *Hras*^G12V^ in the basal stem and progenitor populations by using tamoxifen-inducible Cre recombinase expressed under the control of the *Krt14* promoter (*Krt14*-CreERT2; hereafter K14) or the *Ivl* promoter (*Ivl*-CreERT; hereafter Ivl), respectively (Fig. 1a).

**Fig. 1:**
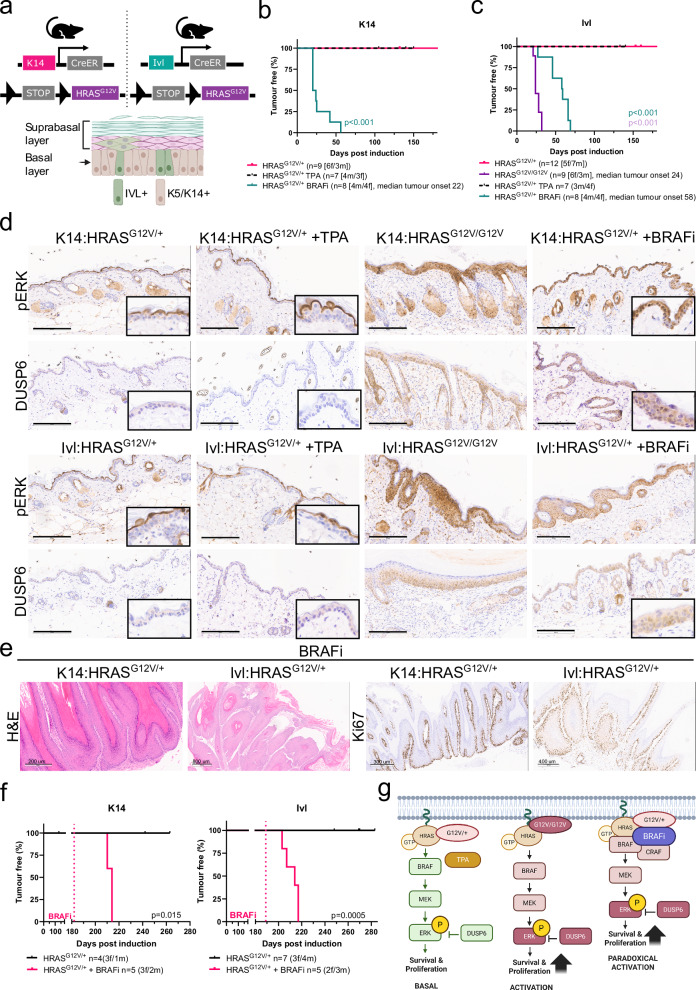
Paradoxical MAPK signalling activation is a tumour promoter in cSCC. **a** Schematic representation of the mouse models used (top) and the epidermis (bottom) formed by the suprabasal layer, made by IVL+ cells and the basal layer, which includes a mixture of K14+/K5+ and IVL+ cells. Created in BioRender. Centeno, P. (2025) https://BioRender.com/zzh4ohx. Kaplan–Meier tumour-free survival [time of the first lesion or macroscopic change in the skin] plot for K14:HRAS^G12V/+^ (n = 9) and those treated with the BRAFi dabrafenib (n = 8) and TPA (n = 7) (**b**) and Ivl:HRAS^G12V/+^ (n = 12), Ivl:HRAS^G12V/G12V^ (n = 9) and those treated with BRAFi dabrafenib (n = 8) and TPA (n = 7) (**c**). P-values were determined using the log-rank (Mantel–Cox) test and HRAS^G12V/+^ are used as controls. ***p < 0.001. **d** Representative histological images showing downstream MAPK signalling activation via pERK and DUSP6 IHC in normal skin carrying HRAS^G12V^ mutations, untreated and TPA and BRAFi treated, collected at the end of the experiment. Images representative of four animals per genotype. Scale bar is 200 μm. **e** Representative histological images, including H&E (scale bar 200 and 800 μm) and Ki67 (scale bar 300 and 400 μm) IHC in tumours derived from K14:HRAS^G12V/+^ and Ivl:HRAS^G12V/+^ mice treated with the BRAFi dabrafenib at the clinical endpoint. Images representative of four animals per genotype. **f** Kaplan–Meier tumour-free survival plots for K14:HRAS^G12V/+^ (n = 4) and those treated with BRAFi dabrafenib (n = 5) at 182 days after oncogene induction (left) and Ivl:HRAS^G12V/+^ (n = 7) and those treated with BRAFi dabrafenib (n = 5) at 189 days after oncogene induction (right). P-values were determined using the log-rank (Mantel–Cox) test and untreated HRAS^G12V/+^ are used as controls. **g** Schematic representation of the different levels of MAPK signalling pathway activation observed in the skin of HRAS^G12V^ mice, with heterozygous mutation and TPA treatment, homozygous mutation and heterozygous mutation and BRAFi treatment. A single copy of Hras^G12V^ combined with TPA is insufficient to reach the threshold of MAPK signalling activation in the basal layer for tumour formation and two copies are necessary. In contrast, BRAFi acts as a potent tumour promoter, driving MAPK paradoxical activation from a single copy of HRAS-mutated skin. pERK is at the end of the MAPK signalling cascade and is used throughout the study as a direct readout for activation. DUSP6 is activated through a negative feedback loop in response to increased pERK levels. Created in BioRender. Centeno, P. (2025) https://BioRender.com/zzh4ohx. Source data are provided as a Source data file.

Expression of one copy of the *Hras*^G12V^ allele (hereafter HRAS^G12V^) in the K14+ or the IVL+ population did not result in tumorigenesis (Fig. 1b, c). This result is consistent with human studies demonstrating that normal-looking skin carries multiple genetic mutations, including oncogenes, and that a promotion event is required to trigger transformation^8,9^. Therefore, we applied topical TPA, a well-known agent that promotes inflammation and stimulates epidermal proliferation, to our models three times a week. However this treatment was also insufficient for transformation and only basal MAPK signalling activation was seen in epidermis carrying one copy of HRAS^G12V^, either with or without TPA treatment (Fig. 1d). Two copies of the *HRAS*^G12V^ were sufficient to drive higher levels of MAPK activation in both models (Fig. 1d). However when expressed in the K14+ population, mice became unwell, likely due to the essential role of RAS proteins in the oesophagus and forestomach gastrointestinal epithelium before any skin-related malignancies developed. Nevertheless, K14:HRAS^G12V/G12V^ mice showed hyperproliferation of the skin basal layer, as evidenced by H&E and increased Ki67 expression (Supplementary Fig. 1a). In the IVL+ basal population, two copies of the allele drove tumorigenesis with a tumour-free survival of 24 days (Fig. 1c and Supplementary Fig. 1a).

Interestingly, melanoma patients treated with BRAFi, such as dabrafenib, commonly develop fast-growing cSCC within weeks of treatment, driven by preexisting *Hras* mutations and paradoxical activation of the MAPK signalling pathway^20–22^. Thus, we treated Ivl:HRAS^G12V/+^ and K14:HRAS^G12V/+^ mice daily with the BRAFi dabrafenib to mimic the patient dosing regimen. Notably, we confirmed sustained MAPK activation in both models (Fig. 1d) and onset of tumour formation with a tumour-free survival rate of 22 days for the K14:HRAS^G12V/+^ model and 58 days for the Ivl:HRAS^G12V/+^ model (Fig. 1b, c and Supplementary Fig. 1b). Hereafter, the tumour-free survival rate refers to the time from oncogene induction to the first macroscopically change observed in the skin*.* BRAFi-promoted tumours exhibited the classic cSCC hallmarks, including keratin pearls, parakeratosis and nuclear dysplasia, together with increased proliferation (Fig. 1e). Moreover we also treated non-tumour-bearing mice carrying one copy of the HRAS^G12V^ in the K14+ or IVL+ populations at 180 ± 5 days post-oncogene induction with the BRAFi. Following treatment, these aged-treated mice quickly developed tumours within days, which highlights the strong tumour-promoting effect of BRAFi in *Hras* mutant skin and models the development of cSCC in melanoma patients with *Hras* mutations (Fig. 1f).

Overall, we have shown that MAPK activation drives cSCC from stem and committed progenitor epidermal populations. While one copy of *HRAS*^G12V^, combined with TPA, causes only basal MAPK activation, two copies of the mutated gene are needed to achieve sufficient activation for transformation. In contrast, BRAFi acts as a potent tumour promoter able to drive MAPK paradoxical activation from a single copy of HRAS-mutated skin (Fig. 1g).

### Tumour-primed and tumour-resistant populations coexist in the skin

To gain further insights into the tumorigenic capacity of these distinct pools of progenitors, we used the potent oncogenic mutation BRAF^V600E/+^ (hereafter BRAF^V600E^), which encodes a different downstream oncogenic effector of the pro-proliferative MAPK signalling pathway (Fig. 2a). We generated a suite of mouse models expressing BRAF^V600E^ under the control of K14 and *Krt5* (K5-CreERT; hereafter K5) promoters, targeting the stem-cell basal population and the Ivl promoter, targeting the committed basal and suprabasal populations (Fig. 2b and Supplementary Fig. 2a).

**Fig. 2:**
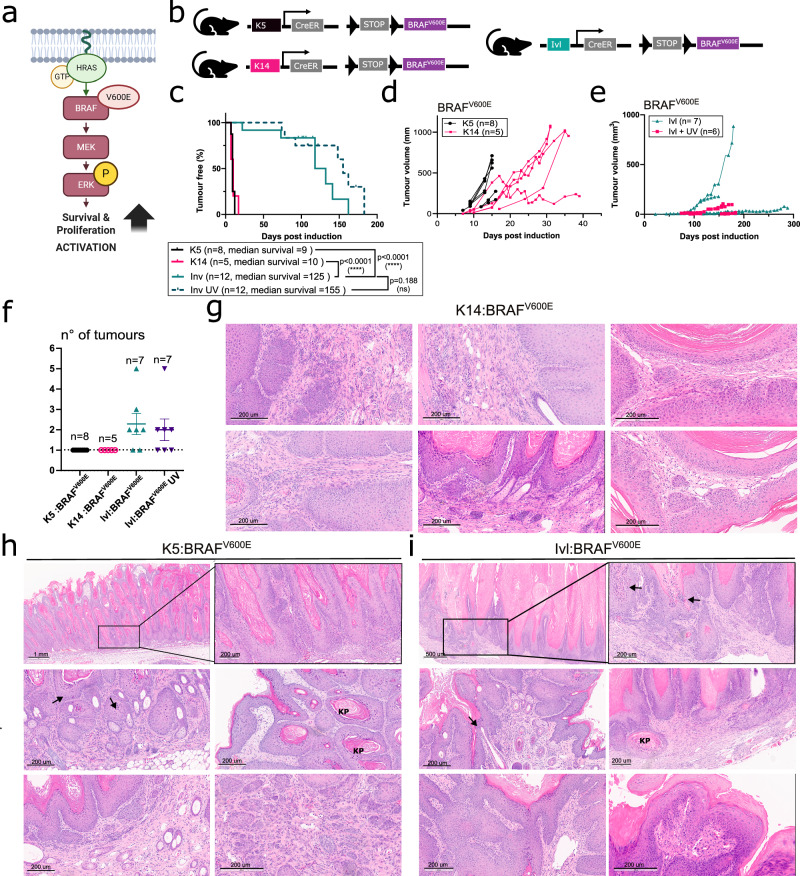
Tumour-primed and tumour-resistant populations coexist in the basal layer. **a** Schematic representation of the activation of the MAPK signalling pathway observed in the skin of BRAF^V600E^ mice. Created in BioRender. Centeno, P. (2025) https://BioRender.com/zzh4ohx. **b** Schematic representation of the mouse models used for skin tumorigenesis driven from K5, K4 and Ivl promoters. **c** Kaplan–Meier plot displaying tumour-free survival for K5:BRAF^V600E ^(n = 8), K14:BRAF^V600E ^(n = 5), Ivl:BRAF^V600E^ (n = 12) and Ivl:BRAF^V600E^ UV-treated (n = 12) female mice aged until clinical endpoint. P-values were determined using the log-rank (Mantel–Cox) test. NS not significant. Total tumour growth in K5:BRAF^V600E^ (n = 8) and K14:BRAF^V600E^ (n = 5) (**d**) and in Ivl:BRAF^V600E^ (n = 7) and UV-treated Ivl:BRAF^V600E^ (n = 6) female mice (**e**). **f** Total tumour burden (mean and SEM) in K5:BRAF^V600E^ (n = 8), K14:BRAF^V600E^ (n = 5), Ivl:BRAF^V600E^ (n = 7) and UV-treated Ivl:BRAF^V600E^ (n = 7) female mice at clinical endpoint. Representative H&E of K14:BRAF^V600E ^ (**g**), K5:BRAF^V600E^ (**h**) and Ivl:BRAF^V600E^ (**i**) tumours at clinical endpoint showing keratin pearls (KP) and nuclear atypia (arrows). Images representative of five animals per genotype. Scale bar is 200 μm unless otherwise stated in the image. Source data are provided as a Source data file.

Upon BRAF^V600E^ induction in the stem-cell population (K5/K14+), cells rapidly activated the MAPK signalling pathway without the need for further promotion (Supplementary Fig. 2b), resulting in fast-growing tumours (9 and 10 days to tumour onset) (Fig. 2c, d). Reducing the dose and duration of the tamoxifen-induction regimen in the K5:BRAF^V600E^ and K14:BRAF^V600E^ models delayed tumour onset, but tumours still grew rapidly (Supplementary Fig. 2c). Transplantation of subcutaneous pieces from K5:BRAF^V600E^-derived tumours into C57BL/6J and NSG-II2 immunodeficient mice revealed cancer stem cell potential and an ability to form secondary tumours (Supplementary Fig. 2d). Thus, this population is permissive to tumour development and primed for oncogenic transformation. Therefore, we termed it tumour-primed.

In contrast, despite BRAF^V600E^-driven activation of MAPK signalling reaching similar levels in the progenitor population (IVL+) (Supplementary Fig. 2e), tumours exhibited a longer onset latency (125 days to tumour onset) and grew slowly (Fig. 2c, e). This was consistent with tumours showing an increased number of apoptotic regions, marked by caspase-3 (CASP3) and cPARP cleavage, compared to tumours derived from the K14/K5+ population (Supplementary Fig. 2f). The longer latency and increased experimental time allowed this model to develop multiple lesions at various sites, including the back, paws, ears and lips, while the stem-cell models developed only one tumour on their back at the precise area of tamoxifen application at clinical end point (Fig. 2f). The longer latency of tumours arising from the progenitor population suggests that this population requires additional cooperating events to facilitate tumour onset, so we termed this population tumour-resistant.

To promote cSCC in the IVL+ tumour-resistant population, we exposed the back of the Ivl:BRAF^V600E^ mice to mild UV [four weekly doses, six standard erythema doses (SED)]. This did not accelerate tumour onset nor increase tumour burden, despite UV being a risk factor for cSCC (Fig. 2c, f). Similarly, topical treatment with the inflammation-promoting agent TPA (three times per week) did not accelerate tumorigenesis (Supplementary Fig. 2g). No statistical differences in tumour onset were seen between K14:BRAF^V600E^ cohorts housed in two different establishments or by sex (Supplementary Fig. 2h, i). However the Ivl:BRAF^V600E^ model showed a slightly shorter tumour onset in the cohort housed at the CRUK SI compared to CRUK MI, while no differences were seen between sexes (Supplementary Fig. 2j, k).

### Tumours share histopathological features

We characterised the histopathological features of tumours originating in the K5:BRAF^V600E^, K14:BRAF^V600E^ and Ivl:BRAF^V600E^ models and found remarkable similarities among them. Tumours were formed by vertical columns of atypical keratinocytes, including hyperchromatic and pleomorphic nuclei (Fig. 2g–i and Supplementary Fig. 3a). Detailed histopathological analysis showed distinctive features of cSCC. These included enlarged interfollicular epidermis and cornified layers with an aberrant accumulation of extracellular keratin (keratin pearls), nuclear atypia and incomplete maturation of keratinocytes (parakeratosis) as the keratinocytes in the cornified layer retain their nuclei (Fig. 2g–i).

Regardless of the cell of origin, tumours presented dyskeratosis and abnormal expression of differentiation markers. They show an increase in the number of layers expressing the basal markers KRT5 and KRT14, as well as the suprabasal markers KRT1 and IVL (Supplementary Fig. 3b–d). In the most advanced cases, all markers were expressed throughout the entire epidermal layer, indicating a complete loss of cellular hierarchy and disruption of multi-layer organisation. Moreover the increase in Ki67 expression denotes epidermal hyperproliferation and hyperplasia of the interfollicular epidermis (Supplementary Fig. 3e). These lesions were highly proliferative, recapitulating the rapid onset and histopathology observed in human cSCC.

Overall, despite both populations residing in the basal layer and sharing the microenvironment, they show profound differences in susceptibility to transformation upon oncogene induction. Notably, BRAF^V600E^ mimics the MAPK hyperactivation seen in cSCC from patients treated with BRAFi and harbouring *Hras* mutations in normal-looking skin, making it a valuable model for studying the disease.

### The IVL+ progenitor population is tumour-resistant

In homoeostasis, IVL+ marks the suprabasal layer and a minority population in the basal layer that is committed to differentiation, although its differentiation does not prevent cell cycle entry^1,4^. We aimed to understand how this population resists tumorigenic transformation after oncogene expression.

We followed IVL+ and KRT14+ expressing cells by co-expressing the *Rosa26* LSL-tdTomato fluorescent protein (hereafter tdRFP) reporter in the presence and absence of BRAF^V600E^ (Fig. 3a). We validated the fidelity of our lineage tracing models by co-immunofluorescence imaging of RFP and KRT14, followed by confocal microscopy analysis. In the absence of oncogene activation, the K14:tdRFP model labelled all basal layer cells (Supplementary Fig. 4a), whereas the Ivl:tdRFP model labelled only a few basal cells but most of the suprabasal cells (Fig. 3b). However when BRAF^V600E^ was expressed in the IVL+ population (Ivl:BRAF^V600E^-tdRFP), we observed a progressive expansion of this population in the basal layer, with RFP and IVL proteins colocalising, further validating the model’s fidelity (Fig. 3c).

**Fig. 3:**
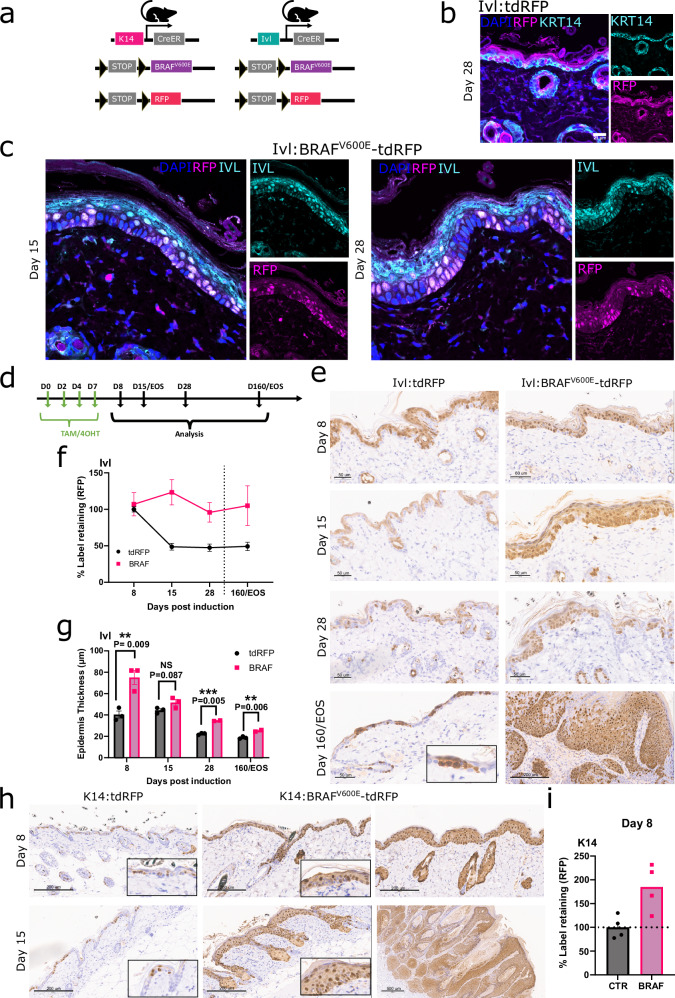
Oncogene-expressing IVL+ tumour-resistant population takes over the entire skin but remains tumour-restrictive. **a** Schematic representation of the mouse models used for lineage tracing of the KRT14+ and IVL+ populations. **b**, **c** Representative Z-stack co-immunofluorescence (IF) of KRT14 and RFP of skin derived from Ivl:tdRFP (control) at day 28 post-induction (**b** Scale bar is 21 μm) and IVL and RFP of skin derived from Ivl:BRAF^V600E^-tdRFP at day 15 and 28 post-induction (**c** images taken on a 50× objective). Images representative of three animals per genotype. **d** Schematic representation of the experimental design used for lineage tracing. **e** Representative RFP IHC at different time points post-induction in Ivl:tdRFP and Ivl:BRAF^V600E^-tdRFP. Scale bar is 50 μm unless otherwise stated in the image. Images representative of three animals per genotype and time point. **f** Quantification of the clonal persistence (%RFP) in the basal epidermis region of the skin from Ivl:tdRFP and Ivl:BRAF^V600E^-tdRFP mice at different times post-induction. Individual measurements averaged from three different skin stripes per animal. N = 3 independent mice per timepoint in each arm. Data are presented as mean values +/− SEM. **g** Epidermis thickness quantification at different time points post-induction in Ivl:tdRFP and Ivl:BRAF^V600E^-tdRFP. Ten measurements from three different skin stripes per animal. Points represent individual animals, three animals per time point. Data are presented as mean values +/− SEM. Unpaired two-tail t-test. NS not significant P > 0.05, **p < 0.01 and ***p < 0.001. **h** Representative RFP IHC at different time points post-induction in K14:tdRFP and K14:BRAF^V600E^-tdRFP skin and tumours. Data representative of two independent animals and three skin regions per group and time point. Scale bar is 200 μm unless otherwise stated in the image. **i** Quantification of the clonal persistence (%RFP) in the basal epidermis region of the skin from K14:tdRFP and 14:BRAF^V600E^-tdRFP mice at day 8 post-induction. N = 4 from 2 independent mice per timepoint in each arm. Source data are provided as a Source data file.

We then performed lineage-tracing experiments at various time points to compare the RFP-labelled populations between control and oncogene-expressing skin in K14 and Ivl-driven models. These time points, marked by tdRFP and oncogene induction, span from before visible skin changes to day 160 or the clinical endpoint (Fig. 3d).

In the Ivl-tdRFP control model (no oncogene), a ~50% reduction in the label-retaining population in the basal layer was observed from day 8, consistent with committed cell differentiation and delamination (Fig. 3e, f). Besides, suprabasal cells that were not located above an RFP label basal cluster turned over and those regions progressively lost the tdRFP label. After that initial drop, the labelled population remained stable for up to 160 days, marking a long-residing, stable population of the basal layer that was able to self-renew and contribute with its progeny to the suprabasal layers, consistent with previous data^1,4^.

In contrast, upon oncogene activation in the Ivl:BRAF^V600E^-tdRFP model, we saw a rapid ~40% increase in the clonal persistence of labelled basal cells, which quickly outcompeted the unlabelled population (Fig. 3e, f). At day 15, the entire basal layer was labelled to an equivalent level to the K14+ labelled population and tumours sampled at end point retained tdRFP (Fig. 3e and Supplementary Fig. 4a). IVL protein IHC staining also confirmed that IVL+ cells became the majority population in the basal layer in the presence of BRAF^V600E^, whilst retaining the expression of this differentiation commitment marker (Supplementary Fig. 4b). Moreover in the Ivl:BRAF^V600E^-tdRFP model, there was an increase in epidermal thickness compared to the control, which decreased over time but remained significant throughout the study (Fig. 3g). Notably despite most basal cells carrying the oncogenic mutation, constraints remained in place, resisting transformation.

In the K14-driven models, the standard induction regimen (4 times over 7 days) labelled all cells in the basal layer and their progeny in the suprabasal layer to saturation (Supplementary Fig. 4c). Therefore, we repeated the study at the lower induction dose regimen (single application), allowing us to study the dynamics of single clones. By day 8, quantification of RFP+ cells revealed an almost two-fold increase in the basal population in the oncogene-carrying group, which translated into rapidly growing tumours by day 15 (Fig. 3h, i). Tumours and hyperplastic lesions also exhibited increased expression of the IVL-suprabasal marker throughout all layers, indicating a previously observed breakdown of the skin hierarchy from early timepoints (Supplementary Fig. 4d).

Varying levels of MAPK signalling activation could not explain the difference in tumour permissivity observed between these populations, as high levels of pERK were observed in both models from early time points (Supplementary Fig. 4e).

Together, these data demonstrate that oncogene expression in the committed IVL+ population led to a clonal proliferation and expansion similar to the stem-cell K14+ population. However it stays tumour-restrictive for a longer period. This indicates that transformation constraints are still active in the IVL+ population, even though oncogene-bearing cells have colonised the basal layer.

### cSCC shared transcriptional profile

Given the histological similarities, we next conducted transcriptional profiling of the total tumour tissue to identify potential differences and vulnerabilities in these tumours. After batch correction (Supplementary Fig. 5a), we merged the K5:BRAF^V600E^ and K14:BRAF^V600E^ tumour samples as they clustered independently of the model and our analysis returned no differentially expressed genes (Supplementary Fig. 5b, c). Note that these tumours arose from the same cell populations simultaneously expressing KRT5 and KRT14. Then, we compared K14/K5:BRAF^V600E^- and Ivl:BRAF^V600E^-derived tumours against normal skin from control littermates. Unsupervised clustering and principal component analysis (PCA) showed that the tumours separated from the normal skin samples (Fig. 4a).

**Fig. 4:**
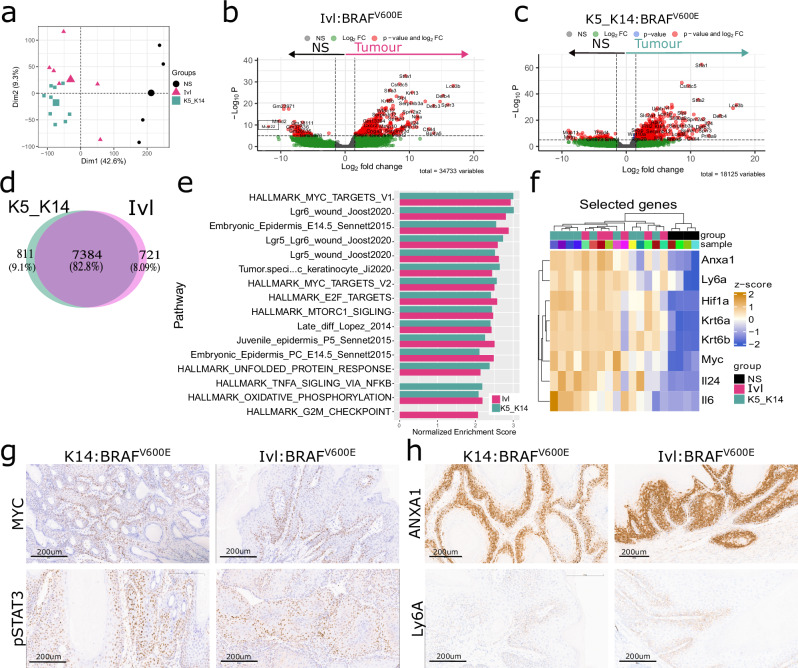
Shared transcriptional profile independent of the cell-of-origin or oncogene. **a** Principal component analysis (PCA) of normalised expression values showing the correlation between the transcriptional profiles of normal skin (NS, n = 4), Ivl:BRAF^V600E^ (Ivl, n = 6) and K5/K14:BRAF^V600E^ (K5_K14, n = 9). Volcano plots showing differentially expressed genes in Ivl tumours (n = 6) (**b**) and K5_K14 tumours (n = 9) (**c**) compared with normal skin (n = 4) using the Wald test (two-tailed). **d** Venn diagram showing upregulated genes shared between Ivl:BRAF^V600E^ (n = 6; Ivl) and K5/K14:BRAF^V600E^ (n = 9; K5_K14) tumours vs normal skin (n = 4). **e** Gene set enrichment analysis of Hallmarks and indicated pathways in K5_K14 (n = 9) tumours and Ivl (n = 6) tumours. Showing pathways significantly enriched (padj <0.01 and NES >2 based on an adaptive multi-level split Monte–Carlo). **f** Hierarchical clustering heatmap of selected genes showing normalised expression and correlation between normal skin (NS; n = 4), Ivl:BRAF^V600E^ (Ivl; n = 6) and K5/K14:BRAF^V600E^ (K5_K14; n = 9). **g**, **h** Representative images of IHC validation of selected targets in K14:BRAF^V600E^ and Ivl:BRAF^V600E^, including MYC, pSTAT3, Ly6A and ANXA1 at clinical endpoint. Images representative of four animals per genotype. Scale bar is 200 μm.

Both tumour groups revealed a large number of transcriptionally upregulated genes when compared to normal skin (Fig. 4b, c). Notably, most upregulated genes (82.8%) were shared between the K14/K5:BRAF^V600E^ and Ivl:BRAF^V600E^ tumours (Fig. 4d), of which 253 were expressed significantly higher in tumours compared to normal skin (log fold change >3 and padj <0.001; Supplementary Data 1). Digital sorting of the bulk transcriptome and deconvolution into previously defined skin populations^24^, revealed that most cells (~70%) were keratinocytes belonging to the permanent part of the epidermis, with some samples also containing keratinocytes derived from hair follicles (Supplementary Fig. 5d). Fibroblasts made up to 10% of the total transcriptome analysed and overall tumour composition across K14, K15, or Ivl-derived tumours was similar.

Gene set enrichment analysis highlighted commonly upregulated signatures, including those associated with the *Myc*, *Lgr5* and *Lgr6* wound healing response^25^, embryonic epidermis^26^ and the human-derived cSCC tumour-specific keratinocyte population^27^ among others (Fig. 4e and Supplementary Fig. 5e). Importantly, no major differences were seen in pathway enrichment between models. It is possible that these results may reflect variations in epithelial/stroma ratios. Therefore, to validate the transcriptional findings in the epithelial cells, we assessed protein levels using IHC directly in the tissue.

We examined the expression of individually selected differentially expressed genes that were enriched in the tumours compared to normal skin, including *Myc*, the cSCC markers *Krt6a* and *Krt6b*^28^, along with *Ly6a and Anxa1* ligand (Fig. 4f). ANXA1 is normally secreted by wounded epithelia during tissue regeneration^25^ and is enriched in the tumour-specific keratinocyte signature^27^. Interestingly, a model for tissue injury-sensing uncovered the role of IL24, produced at wound sites in response to hypoxia, in promoting epithelial proliferation and re-epithelialization via pSTAT3 activation^29^. This pathway may also extend to cSCC, as evidenced by increased expression of the hypoxia sensor HIF1α, IL24 and pSTAT3 in our models (Fig. 4f, g). We also observed elevated *Il6*, which stimulates the release of proinflammatory cytokines from the cutaneous microenvironment in response to wounding, activating TGFβ receptor signalling and the STAT3 signal transduction pathway^29,30^.

These transcriptomic results were validated by RNA *in situ hybridisation* for *Ly6a* and IHC for MYC, ANXA1 and pSTAT3 in our models driven by BRAF^V600E^ and HRAS^G12V^ in combination with BRAFi (Fig. 4g, h and Supplementary Fig. 6a). Similar findings were seen in tumours originating from the hair follicle stem cells upon MAPK signalling hyperactivation and deletion of the TGFβ receptor 1 (*Alk5*) (Lgr5:BRAF^V600E^-ALK5^fl/fl^, Lgr5:HRAS^G12V/G12V^-ALK5^fl/fl^, Lgr5:KRAS^G12D/+^-ALK5^fl/fl^)^14^ and deletion of *Trp53* and *Notch2* (Lgr5:TRP53^fl/fl^-NOTCH2^fl/fl^) (Supplementary Fig. 6b).

Interestingly, oncogene expression in the tumour-primed population (K14-BRAF^V600E^-tdRFP) exhibited strong pSTAT3 and MYC activation from day 8 in hyperplastic lesions, which persisted later in the tumours (Supplementary Fig. 6c). In contrast, oncogene expression in the tumour-resistant population (Ivl-BRAF^V600E^-tdRFP) exhibited high pSTAT3 levels at early time points, but these diminished and became limited to small clones by day 28, with only weak MYC activation observed across the time course (Supplementary Fig. 6c).

Overall, these results reveal shared molecular and transcriptional hallmarks of epidermal transformation that rely on MYC and pSTAT3 activation for transformation and are independent of the cell of origin, tumour latency, or oncogenic driver mutations.

### SOX2 is expressed in tumours derived from the IVL+ population

We next assessed whether transcriptional profiling could identify potential markers to distinguish tumours arising from the different cell populations. Thus, we compared the transcriptomic profile of tumours from K5/K14:BRAF^V600E^ and Ivl:BRAF^V600E^ model, which revealed only a handful of differentially expressed genes (Fig. 5a). Notably, SOX2 emerged as a key transcriptional difference, being highly enriched in Ivl:BRAF^V600E^ tumours, relative to K5/K14:BRAF^V600E^ tumours. SOX2 is a super pioneer transcription factor capable of binding to closed chromatin through its ability to interfere with the maintenance of DNA methylation^31^. Furthermore, SOX2 is commonly used as a marker of cancer stem cells and is upregulated in ~20% of cSCC patients, where it rewires cells for tumour initiation and growth^32,33^.

**Fig. 5:**
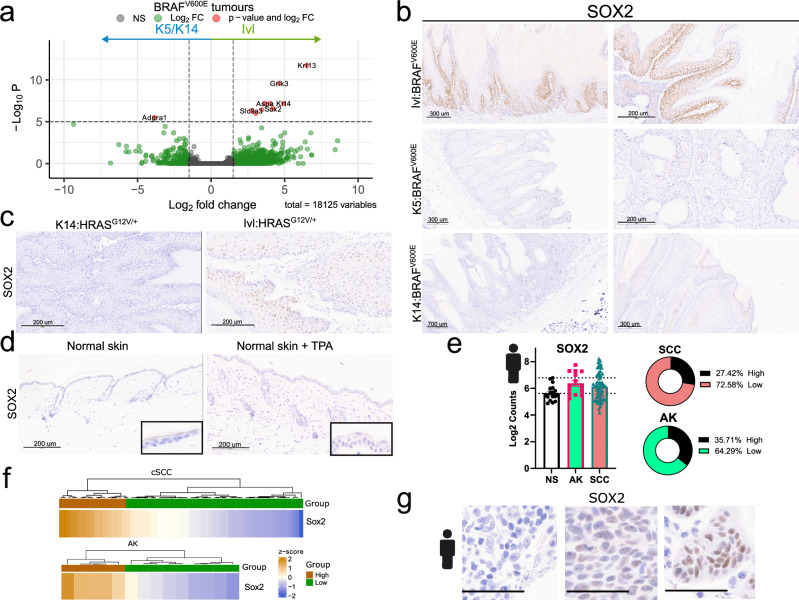
SOX2 is specifically expressed in tumours derived from the IVL+tumour-resistant population. **a** Volcano plot showing differentially expressed genes between K5/K14:BRAF^V600E^ (n = 9) and Ivl:BRAF^V600E^ (n = 6) tumours using Wald test (two-tailed). Representative images of IHC validation of SOX2 in Ivl:BRAF^V600E^, K5:BRAF^V600E^ and K14:BRAF^V600E^ (**b**) and BRAFi treated K14:HRAS^G12D/+^ and Ivl:HRAS^G12D/+^ tumours (**c**) at clinical endpoint. Images representative of four animals per genotype. Scale bars are 200, 300 and 700 μm. **d** Representative images of IHC of SOX2 in normal skin (left) and normal skin treated with TPA (right). Images representative of three animals per genotype. Scale bar is 200 μm. **e** Normalised RNA expression levels (log_2_ counts) of SOX2 from a cSCC human dataset^7^, including normal skin (NS, n = 17) and different levels of disease progression [actinic keratosis (AK, n = 14) and cutaneous squamous cell carcinoma (SCC, n = 66)]. Dotted lines mark the mean *SOX2* normalised expression in normal skin and two standard deviations from the mean. Pie charts showing the percentage of samples with high and low *SOX2* normalised expression for cSCC and AK groups. Two standard deviations from the normal skin mean were used as a threshold. **f** Heatmap showing individual *SOX2* normalised expression levels range in AK (n = 5 high vs n = 9 low) and cSCC (n = 32 high vs n = 30 low) groups from a human dataset^7^. **g** Representative IHC of SOX2 conducted in a human tissue microarray containing 250 cSCC histocores described in ref. ^35^. 196 (78.4%) of the samples were negative and 54 (21.6%) were positive for SOX2 protein expression. The scale bar is 50 µm.

We confirmed SOX2 upregulation in Ivl:BRAF^V600E^ tumours compared to K5:BRAF^V600E^ or K14:BRAF^V600E^ tumours by IHC (Fig. 5b). Similar results were obtained in HRAS-driven tumours, where SOX2 expression was only seen in those arising from the IVL+ population (Fig. 5c). SOX2 expression was negligible in normal skin during homoeostasis or in TPA-treated skin, suggesting that its expression is not linked to inflammation (Fig. 5d). SOX2 in combination with CD34 have been proposed to mark ‘tumour initiating cells’ in cSCC^33^. Thus, we stained K14 and Ivl-derived tumours taken at clinical endpoint for CD34 but found no expression (Supplementary Fig. 7a). We did not detect SOX2 expression or CD34 in either of the models at earlier time points, while the skin remained histologically normal (Supplementary Fig. 7b, c).

We extended our investigation to a broader suite of models. We found SOX2 expressed in DMBA/TPA-induced tumours, as previously shown^33^, but not in tumours originating from *Lgr5+* cells (hair follicle bulge) driven by different oncogene combinations (Supplementary Fig. 7d, e). We also assessed the expression of SOX9, a distinct regulator of chromatin accessibility that controls hair follicle stem cell fate and is activated during tumorigenesis^34^. In contrast to SOX2, SOX9 show not cell specificity, as it expression expanded from hair follicles in normal skin to the basal layer in tumours across all models, regardless of cell of origin (Supplementary Fig. 8a). The suprabasal markers KRT4 and KRT13, commonly expressed in skin homoeostasis, were also differentially upregulated at RNA level in the tumours derived from the Ivl:BRAF^V600E^ model (Fig. 5a). However we found no substantial differences at protein level across models (Supplementary Fig. 8b).

To investigate how these data translate to human cSCC, we reanalysed a human transcriptional dataset with different stages of disease progression^7^. We observed that *SOX2* levels were increased in 27% of premalignant actinic keratosis (AK) and 35% of cSCC lesions, whereas *SOX2* expression levels were low in normal skin (NS) (Fig. 5e, f). SOX2 levels did not correlate with the patient's age or tumour aggressiveness (tumour depth or diameter) (Supplementary Fig. 8c). We then examined SOX2 protein expression in a tissue microarray containing 250 human cSCC^35^, which ranged from no expression, in most of the samples, to mid and high in 21.7% of the histocores (Fig. 5g). These results are consistent with previous studies that reported that ~25% of human cSCC express high or medium levels of SOX2^32,33^. These data underscore a diverse cell origin for cSCC, where SOX2 could mark a subset of tumours emerging from the IVL+ committed tumour-resistant population.

### SOX2 renders the IVL+ population susceptible to tumorigenesis

Given the potential role of SOX2 activation in skin tumorigenesis, we assessed whether it is required for cSCC development in a cell-specific manner. We crossed the K14:BRAF^V600E^ and Ivl:BRAF^V600E^ models with mice harbouring a conditional *Sox2* knockout allele (hereafter SOX2^fl^) (Fig. 6a). Whilst conditional *Sox2* deletion did not affect tumorigenesis or tumour growth in the K14:BRAF^V600E-^SOX2^fl/fl^ model, it significantly delayed tumour onset and tumour growth in the Ivl:BRAF^V600E-^SOX2^fl/fl^ model (Fig. 6b–e). Loss of *Sox2* on its own had no impact on skin homoeostasis in either population, consistent with its lack of expression in normal skin.

**Fig. 6:**
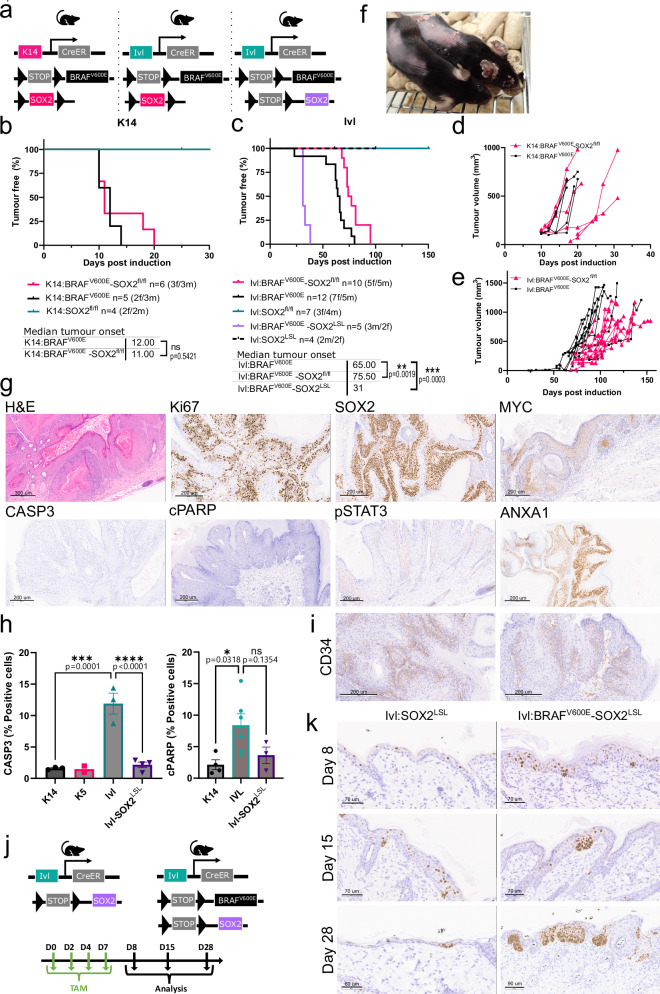
SOX2 overexpression in combination with MAPK activation renders the IVL+ tumour-resistant population permissive to cSCC. **a** Schematic representation of the mouse models used for tumorigenesis. Kaplan–Meier tumour-free survival plot for K14:BRAF^V600E^ (n = 5), K14:BRAF^V600E^-SOX2^fl/fl^ (n = 6) and K14:SOX2^fl/fl^ (n = 4) (**b**) and for Ivl:BRAF^V600E^ (n = 12), Ivl:BRAF^V600E^-SOX2^fl/fl^ (n = 10), Ivl:SOX2^fl/fl^ (n = 7), Ivl:BRAF^V600E^-SOX2^LSL^ (n = 5) and Ivl:SOX2^LSL^ (n = 4) (**c**). P-values were determined using the log-rank (Mantel–Cox) test. NS not significant P > 0.05, **p < 0.01, ***p < 0.001. Note that K14:BRAF^V600E^ and Ivl:BRAF^V600E^ cohorts correspond to CRUK-SI cohorts also shown in Supplementary Fig. 2 and are shown here for comparison. Total tumour burden growth curves for K14:BRAF^V600E^ (n = 5) and K14:BRAF^V600E^-SOX2^fl/fl^ (n = 6) (**d**) and for Ivl:BRAF^V600E^ (n = 12) and Ivl:BRAF^V600E^-SOX2^fl/fl^ (n = 10) (**e**). **f** Representative picture showing Ivl:BRAF^V600E^ and Ivl:BRAF^V600E^-SOX2^LSL^ littermates at day 30 post oncogene induction. Representative of Ivl:BRAF^V600E^ (n = 12) and Ivl:BRAF^V600E^-SOX2^LSL^ (n = 5) cohorts. **g** Representative H&E and IHC of Ki67, SOX2, MYC, pSTAT3, CASP3, cPARP and ANXA1 in Ivl:BRAF^V600E^-SOX2^LSL^ tumour at clinical endpoint. Images representative of four animals per genotype. Scale bar is 200 μm unless otherwise stated in the image. **h** Apoptosis quantification (% cleaved CASP3 and cPARP of positive cells) in tumours driven by BRAF^V600E^ from different populations (CASP3; K14 n = 3, K5 n = 2, Ivl n = 3, Ivl-SOX2^LSL^ n = 4 and cPAPR; K14 n = 4, Ivl n = 6, Ivl-SOX2^LSL^ n = 4 independent tumours). Quantified area from a total of 15 mm^2^, including an average of 23240.73 cells. Two-way ANOVA multiple comparison. ***p < 0.001 and ****p < 0.0001. Data are presented as mean values +/− SEM. **i** Representative IHC of CD34 in Ivl:BRAF^V600E^-SOX2^LSL^ tumour at clinical endpoint. Images representative of four animals per genotype. Scale bar is 200 μm. **j** Schematic representation of the mouse models used for tumorigenesis and experimental design. **k** Representative IHC of SOX2 in Ivl:SOX2^LSL^ and Ivl:BRAF^V600E^-SOX2^LSL^ at different time points. Images representative of three animals per genotype and per time point. Scale bar is 70 μm unless otherwise stated in the image. Source data are provided as a Source data file.

The histopathological features of K14:BRAF^V600E-^SOX2^fl/fl^ and Ivl:BRAF^V600E-^SOX2^fl/fl^ tumours were similar to those expressing the wild-type *Sox2* allele, including an enlarged epidermis displaying vertical columns of keratinocytes, incomplete maturation of keratinocytes, increased proliferation and MYC and pSTAT3 activation (Supplementary Fig. 9a). Interestingly, the slow-growing Ivl:BRAF^V600E-^SOX2^fl/fl^ tumours show patches escaping recombination and retaining SOX2 protein expression, as demonstrated by IHC, which highlights its critical role in tumorigenesis in this model (Supplementary Fig. 9b). Expression of SOX2 was not observed in the K14:BRAF^V600E-^SOX2^fl/fl^ tumours (Supplementary Fig. 9b).

Next, we assessed whether the overexpression of SOX2 could render IVL+ cells competent for tumorigenesis when coupled to a BRAF mutation. To this end, we interbred an allele that allows the inducible overexpression of SOX2 from the Rosa26 locus [*Rosa26*LSL-SOX2-IRES-eGFP (hereafter SOX2^LSL^)] into the IVL+ tumour-resistant population. The resulting Ivl:BRAF^V600E-^SOX2^LSL^ model gave rise to fast-growing tumours and significantly accelerated tumour onset from 65 to 31 days (Fig. 6c, f). Meanwhile, SOX2 overexpression alone showed no phenotype (Fig. 6c).

The Ivl:BRAF^V600E^-SOX2^LSL^ tumours exhibited advanced histological features of cSCC, including poorly differentiated epithelial, keratin pearls, parakeratosis and invasion. These tumours showed enhanced and disorganised proliferation beyond the basal layer and activated the previously described shared transcriptional profile, which includes pSTAT3, ANXA1 and MYC, along with high SOX2 expression (Fig. 6g).

Importantly, overexpression of SOX2 in the IVL+ tumour-resistant population overrode the activation of the apoptotic programme, marked by the expression of activated cleaved CASP3 and PARP seen before in the Ivl:BRAF^V600E^ model (Fig. 6g and Supplementary Fig. 2f). Tumours derived from the Ivl:BRAF^V600E^-SOX2^LSL^ model show reduced expression of apoptotic markers, similar to those found in tumours derived from the K14 and K5 models (Fig. 6h). This reduction of apoptosis was accompanied by an increased expression of the stem cell marker CD34, marking tumour initiating cells^33^ (Fig. 6i).

To understand the kinetics and mechanisms by which SOX2 promotes tumorigenesis, we sampled skin at different times post-induction in the presence and absence of BRAF^V600E^ (Fig. 6j). In the absence of the oncogene, the Ivl:SOX2^LSL^ expressed SOX2 mainly in the suprabasal layer with some basal layer cells (Fig. 6k). By day 28, the remaining SOX2-labelled cells were limited to a few clones in the basal layer, as the suprabasal cells overexpressing this protein had undergone turnover. In the presence of the oncogene (Ivl:BRAF^V600E^-SOX2^LSL^), we initially observed a high number of cells expressing SOX2 in the suprabasal layer at day 8; however from day 15, clones expanding in the basal population became more prominent (Fig. 6k). CD34 expression was also seen from day 15 and maintained in tumours consistent with a population of tumour initiating cells^33^ (Supplementary Fig. 9c). These cells did not follow the normal differentiation route towards delamination and remained proliferating and anchored to the basal layer. By day 28, some of the basal clones have expanded and the skin showed dysplastic regions that later progress to tumours. At this time, we could already see BRAF^V600E^-SOX2+ keratinocytes invading the dermis (Fig. 6k). Histological analysis of the skin at different timepoints revealed increased MAPK signalling activation, as evidenced by high levels of DUSP6, along with increased MYC and pSTAT3 expression levels starting from day 8 (Supplementary Fig. 9c).

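Bulk RNA was sequenced from tumours of Ivl:BRAF V600E mice, in which an inducible Cre recombinase under the involucrin promoter turns on the BRAF oncogene in the IVL+ population, and from tumours of Ivl:BRAF V600E-SOX2 LSL mice, which also carry the Rosa26 allele that expresses SOX2 and eGFP after recombination. Ribosomal RNA was depleted before library preparation, and the paper states a depth of about 30 M paired-end reads per tumour. The authors trimmed the reads with TrimGalore, aligned them to GRCm38 with HISAT2, counted them per gene with featureCounts and deposited the counts without normalisation. Each library is named by mouse, and the Source Data of the paper gives the genotype, sex, tumour onset and collection day of 6 of these mice. These 6 tumours were used, 3 of each genotype, against n = 4 Ivl:BRAF V600E and n = 3 Ivl:BRAF V600E-SOX2 LSL tumours in Supplementary Fig. 10a. The Ivl:BRAF V600E tumours came from a female with onset on day 70 after induction and collection on day 88, a female with onset on day 63 and collection on day 88, and a male with onset on day 64 and collection on day 120. The Ivl:BRAF V600E-SOX2 LSL tumours came from a male with onset on day 31 and collection on day 55, a male with onset on day 31 and collection on day 59, and a female with onset on day 38 and collection on day 70. Every Ivl:BRAF V600E-SOX2 LSL tumour was therefore collected earlier than every Ivl:BRAF V600E tumour, and time since induction cannot be separated from genotype in this design. The Source Data also lists the tdRFP reporter allele for the Ivl:BRAF V600E females and not for the male of that group. The mouse names of the groups begin differently. A difference in breeding line, if there was one, could not be separated from genotype either. The mice were 8.1, 8.0 and 8.0 weeks old at induction in the Ivl:BRAF V600E group and 10.1, 8.6 and 7.9 weeks old in the Ivl:BRAF V600E-SOX2 LSL group. The methods of the paper give 8 to 12 weeks, and the sample labels give 7 to 10 weeks.
The counts on genes came to 31152826, 26262408 and 23565432 in the Ivl:BRAF V600E tumours and to 28485561, 28833456 and 25811134 in the Ivl:BRAF V600E-SOX2 LSL tumours, and all values below use these counts. The smallest level these depths can show, taken as 3 counts, lay between 0.0963 and 0.127 CPM (counts per 1 M) before the scaling described below and between 0.0839 and 0.143 CPM after it, and this floor covers counting error only, because PCR duplicates are not independent molecules. Between 25078 and 27611 genes were detected per tumour. A single gene that the annotation lists as a lincRNA, Gm26917 (chromosome 17, 39843013 to 39846341), took between 11.2% and 16.8% of the counts of each tumour. The origin of these reads was not tested. The 24433 genes with at least 5 reads in at least 1 tumour were kept, as in the methods of the paper. Library sizes were scaled by TMM, with factors of 0.94, 0.82 and 0.89 in the Ivl:BRAF V600E tumours and 1.26, 1.07 and 1.07 in the Ivl:BRAF V600E-SOX2 LSL tumours, and genes were tested with edgeR's quasi-likelihood test in place of DESeq2, with genotype as the only factor. On simulated counts drawn from the real means, with 200 of 23067 genes changed, edgeR recovered 187 of the changed genes with 2.60% false calls, and DESeq2 recovered 194 with 13.8% false calls. The simulation changed few genes, by large steps, and took the spread of each gene from a trend. The real counts differ from it in these points, so these shares do not estimate the false calls of either tool in the real counts. With 3 tumours against 3, an exact two-sided permutation test of a single gene cannot go below p = 0.1. Whether reads were counted by strand is not stated, so overlapping and antisense genes are uncertain.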

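Sox2 (ENSMUSG00000074637, chromosome 3 of GRCm38, 34650405 to 34652461, plus strand) had 0.716, 0.508 and 0.238 CPM in the 3 Ivl:BRAF V600E tumours and 182, 155 and 158 CPM in the 3 Ivl:BRAF V600E-SOX2 LSL tumours. The log2 fold change was 8.35 (standard error 0.34, edgeR adjusted p = 8.1e-04), and it stayed between 8.05 and 8.77 when each tumour was left out in turn. The counts do not separate the transgene from the endogenous gene. The EGFP sequence, which the authors added to the gene table, had 0 counts in the 3 Ivl:BRAF V600E tumours and 139, 110 and 113 CPM in the Ivl:BRAF V600E-SOX2 LSL tumours, at least 847-fold higher. The sex given for each of the 6 mice matched the counts of Xist and of the Y-linked genes Ddx3y, Uty, Kdm5d and Eif2s3y.

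**Figure D1:**
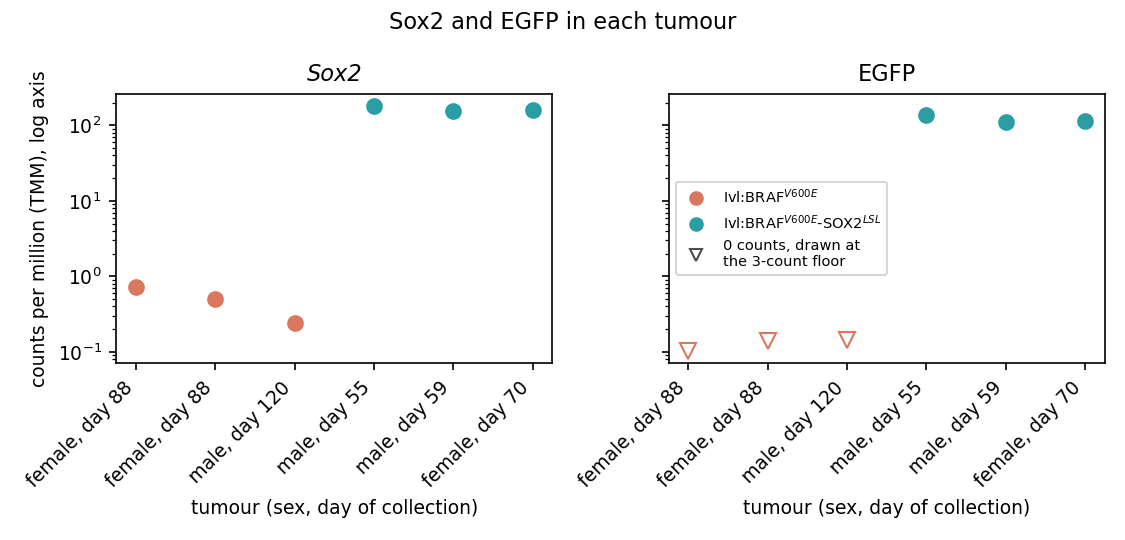
Sox2 and EGFP in each of the 6 tumours, in CPM on a log axis, with each tumour named by sex and day of collection after induction. Open triangles mark tumours with 0 EGFP counts, drawn at the floor of 3 counts; the Ivl:BRAF V600E-SOX2 LSL tumours reach 182, 155 and 158 CPM of Sox2.

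Of the 24433 genes tested, 954 had an edgeR adjusted p below 0.05, 585 of them higher in Ivl:BRAF V600E-SOX2 LSL tumours and 369 higher in Ivl:BRAF V600E tumours. In all 954 the values of the groups did not overlap, and 34.4% of all tested genes had no overlap, where chance gives 10%. At an unadjusted p below 0.05 there were 6280 genes. The biological coefficient of variation between tumours of one genotype was 0.372. The count depended on the choice of fit. DESeq2, the tool of the paper, gave 3653 genes, among them the 954, edgeR with sex as a covariate gave 228, and edgeR fits that left out a tumour gave 22 to 1575. With the mean log2 CPM of a list of skeletal-muscle genes as a covariate, the count was 0 genes (506 at an unadjusted p below 0.05), while genotype accounted for 93.6% of the variance of that covariate.
The 10 genes with the smallest p in each direction were taken among those with a log2 fold change above 2 in size and no overlap between groups. Besides Sox2 and EGFP, the genes higher in Ivl:BRAF V600E-SOX2 LSL tumours were Gm44275, Emp1, Kcnc2, Fam78b, Gadl1, Phactr1, Ceacam1 and Nexmif. Emp1, which encodes an epithelial membrane protein (chromosome 6, 135362545 to 135383173), rose from 185 ± 20.7 CPM (SD, n = 3) to 1370 ± 229 CPM (SD, n = 3), a log2 fold change of 2.89 (standard error 0.19, edgeR adjusted p = 0.00355). Gm44275, a lincRNA gene (chromosome 6, 135312155 to 135319561, minus strand), had a log2 fold change of 6.58 (standard error 0.33, edgeR adjusted p = 0.00115), and its exons overlap those of the antisense gene Gm36640. Ceacam1 (chromosome 7, 25461707 to 25477603) rose from 2.54 ± 1.54 to 277 ± 75.6 CPM (SD, n = 3 each). Kcnc2 and Gadl1 were at or below 3 counts in the Ivl:BRAF V600E tumours and were at least 86.2-fold and at least 36.7-fold higher in Ivl:BRAF V600E-SOX2 LSL tumours. Fam78b, Phactr1 and Nexmif had log2 fold changes of 4.29, 4.00 and 5.24.
The genes higher in Ivl:BRAF V600E tumours were Hoxc10, Foxp2, Hoxc11, Magi3, Cldn8, Baiap2l2, Gm94, Il12rb2, 1700030C10Rik and Lrrc20. Hoxc10 (chromosome 15, 102966796 to 102971893) and Hoxc11 (chromosome 15, 102954427 to 102957708) were at or below 3 counts in the Ivl:BRAF V600E-SOX2 LSL tumours, at least 111-fold and at least 208-fold lower than in the Ivl:BRAF V600E tumours. In the annotation, exons of Hoxc10, Gadl1, Il12rb2, 1700030C10Rik and Lrrc20 overlap those of another gene, so their counts are uncertain. Foxp2 (chromosome 6, 14901349 to 15441977) fell from 20.5 ± 0.0825 to 0.259 ± 0.141 CPM (SD, n = 3 each), a log2 fold change of -6.26 (standard error 0.38, edgeR adjusted p = 0.00284). Magi3, Cldn8, Baiap2l2, Gm94, Il12rb2, 1700030C10Rik and Lrrc20 had log2 fold changes of -2.41, -3.78, -4.00, -3.92, -3.97, -4.48 and -2.22. Of these 20 genes, 17 kept an adjusted p below 0.05 in each of the 6 fits that left out a tumour, and Ceacam1, Nexmif and 1700030C10Rik lost it in 1 of the 6 fits.
Within 100 kb of Emp1, the tested genes Gm36640, Pbp2, Gm44274 and Gm44275 also had an edgeR adjusted p below 0.05 in the fit of all 6 tumours, and were called in 1, 5, 4 and 6 of the 6 fits that left out a tumour. Pbp2 and Gm44275 had log2 fold changes of 5.64 and 6.58, and Gm36640 and Gm44274, which had 3 counts or fewer in every Ivl:BRAF V600E tumour, were at least 6.78-fold and at least 27.5-fold higher. The pseudogene Dynlt1-ps1 between them and Emp1 was not called (log2 fold change 0.17, adjusted p = 0.674). This region was chosen after its values were seen.

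**Figure D2:**
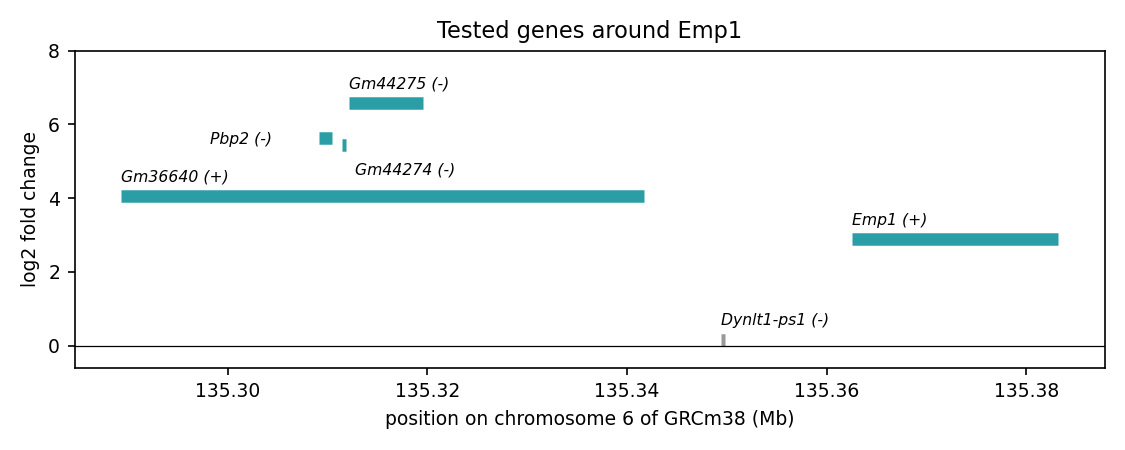
Genes tested within 100 kb of Emp1 on chromosome 6 of GRCm38, drawn from start to end at their log2 fold change (Ivl:BRAF V600E-SOX2 LSL over Ivl:BRAF V600E), with the strand after each name. Genes with an edgeR adjusted p below 0.05 are teal, and Dynlt1-ps1, at 0.17, is grey. The drawn values of Gm36640 and Gm44274 rest on Ivl:BRAF V600E tumours with 3 counts or fewer.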

Transcriptome analysis of bulk tumours derived from Ivl:BRAF^V600E^-SOX2^LSL^ showed a large number of differentially expressed genes compared to tumours derived from Ivl:BRAF^V600E^ taken at the clinical endpoint (Supplementary Fig. 10a–d). 

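The 24433 genes were ranked by the signed square root of the quasi-likelihood F and tested with fgsea against 27 short lists of genes that had been written by hand, because the Hallmark and published sets of Supplementary Fig. 10e were not used here. The test permutes genes and not tumours. Of the 27 lists, 21 had an adjusted p below 0.05, 16 of them higher in Ivl:BRAF V600E-SOX2 LSL tumours and 5 higher in Ivl:BRAF V600E tumours. When the 6 tumours were split into groups of 3 in the other 9 ways, 9 to 23 lists passed. A split that mixed the genotypes could thus give as many lists as the real one. Each of those splits mixed the genotypes unevenly and kept part of their difference. The counts therefore cannot show how many lists would pass without a genotype difference. With camera, which allows for the correlation between the genes of a list, 1 list passed, and it was a list of distal-limb position genes. With fry, another test that allows for it, 8 lists passed, 6 of them higher in Ivl:BRAF V600E-SOX2 LSL tumours and 2 lower.
The IL-6 and STAT3 list had a normalised enrichment score (NES) of 2.06 (fgsea adjusted p = 9.5e-05), with a median log2 fold change of 1.01 and 32 of its 40 genes higher in Ivl:BRAF V600E-SOX2 LSL tumours. With camera its adjusted p was 0.167, the highest over the alternatives, where the lowest was 4.3e-06. Stat3 itself (chromosome 11, 100885098 to 100939540) had a log2 fold change of 0.54 (standard error 0.16, edgeR adjusted p = 0.0973). Its values did not overlap between the groups, and it was called in 1 of the 6 fits that left out a tumour. Over the alternatives its log2 fold change ranged from 0.34 to 1.00, and its lowest adjusted p was 0.0260. These counts do not measure phosphorylation. The epithelial-mesenchymal transition list had an NES of 2.43 (fgsea adjusted p = 4.5e-08), a median log2 fold change of 1.11 and 47 of 50 genes higher. The angiogenesis list had an NES of 1.35 (fgsea adjusted p = 0.115) and a median log2 fold change of 0.30. In place of that list, the Reactome set for VEGF signalling gave an adjusted p of 0.0310 over the 8 Reactome sets matched to these lists and 0.0765 over all 736 sets tested. Among the immune lists, the inflammatory list had an NES of 1.89 (fgsea adjusted p = 9.2e-04), the interferon list 2.31 (2.9e-07) and the complement list 2.22 (1.8e-05), with median log2 fold changes of 0.86, 0.90 and 1.90. Lower in Ivl:BRAF V600E-SOX2 LSL tumours were the late-differentiation list, with an NES of -2.96 (fgsea adjusted p = 8.8e-14) and a median log2 fold change of -1.68, and the MYC-target list, with an NES of -2.21 (2.3e-05) and a median of -0.26. In the IL-6 and STAT3, epithelial-mesenchymal transition, angiogenesis, inflammatory, interferon, complement and late-differentiation lists the mean log2 CPM of the groups did not overlap, while in the MYC-target list it did. Each of these 7 separations corresponds to an exact permutation p of 0.1. TMM, DESeq2's size factors and upper-quartile scaling placed the median log2 fold change of all genes at 0.04, 0.03 and -0.06. Each of these scalings is built to centre most genes near 0, so these medians cannot show whether scaling shifted the lists.

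**Figure D3:**
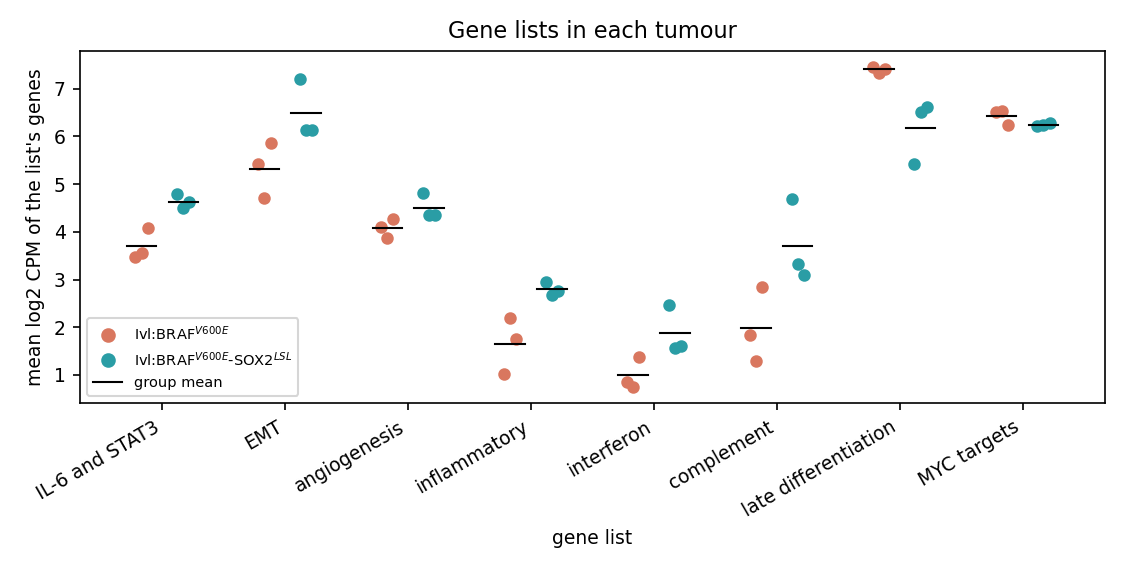
Mean log2 CPM of the genes of 8 lists in each of the 6 tumours, with points for tumours and lines for group means. The Ivl:BRAF V600E-SOX2 LSL tumours sit above the Ivl:BRAF V600E tumours in the lists from IL-6 and STAT3 to complement and below them in late differentiation, while the groups overlap in MYC targets.

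The skeletal-muscle list gave an NES of 3.60 (fgsea adjusted p = 8.3e-50), and 64 of its 85 tested genes had an edgeR adjusted p below 0.05. With its mean as a covariate, the IL-6 and STAT3 list kept its direction (NES 1.74, fgsea adjusted p = 0.0226), as did the inflammatory list (NES 1.39, 0.112). The other 6 lists drawn for the tumours reversed, the epithelial-mesenchymal transition (fgsea adjusted p = 0.00636) and complement (0.00282) lists past 0.05, and the angiogenesis (0.658), interferon (0.409), late-differentiation (0.995) and MYC-target (0.636) lists not. As genotype accounted for 93.6% of the variance of this covariate, the genotype term of this fit rests mostly on differences inside the groups, so its kept and reversed signs and its adjusted p values say little about the difference between the genotypes.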

Ivl:BRAF^V600E^-SOX2^LSL^ transcriptome further activated pathways such as pSTAT3, epithelial-mesenchymal transition, angiogenesis and immune and inflammation-related responses, among others, to support the faster progression of tumour growth (Supplementary Fig. 10e). 

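From the enriched gene sets, the paper states that the Ivl:BRAF V600E-SOX2 LSL transcriptome supports the faster progression of tumour growth. Past the log2 fold change of 2 and the adjusted p of 0.01 used for the signature, edgeR placed 38 genes higher in Ivl:BRAF V600E-SOX2 LSL tumours and 12 higher in Ivl:BRAF V600E tumours. DESeq2 placed 509 genes past the same thresholds in the first direction. Of the genes listed in Supplementary Data 2, 131 matched a tested mouse gene by symbol and 8 did not. Of the 131, 130 had a log2 fold change above 0 and 127 above 2, and the median was 6.76. The 4 genes below 2 were Bex2 (0.31), Cxcr2 (0.96), Pebp1 (-0.07) and Nat8 (1.29), named after their values were seen. In 127 of the 131 every Ivl:BRAF V600E-SOX2 LSL tumour lay above every Ivl:BRAF V600E tumour, where chance gives 10% with either direction counted. Of the 131, 86 had an edgeR adjusted p below 0.05 over all genes, or 128 over the list alone. As the list was called on these libraries, this count shows no stability. Past the signature thresholds were 11 of the 131 in edgeR and 120 in DESeq2. The paper's text does not name the ranking behind the top 150, and of the 131 genes 59 were among the top 150 of DESeq2 by p and 111 among its top 150 by log2 fold change.
A list of 89 skeletal-muscle genes, 85 of them tested, was written before the counts were examined, but with the paper's own results on these libraries available. That the list is independent of the signature is not shown, so the Fisher tests below do not stand as tests of an independent list. It contained 51 of the 131 matched genes (38.9%; Fisher's exact test against the 24433 tested genes, odds ratio 451, p = 1.1e-97). It contained 7 of the 38 genes past the thresholds in edgeR (Fisher's exact test, odds ratio 70.2, p = 5.5e-11). It also contained 45 of the top 150 in DESeq2 (Fisher's exact test, odds ratio 229, p = 3.4e-76). The DESeq2 test used a background of 20046 genes, 82 of them on the list. Fisher's test treats genes as independent, although muscle genes vary together. Skeletal-muscle actin, Acta1 (chromosome 8, 123891769 to 123894751), rose from 0.390 ± 0.226 to 239 ± 159 CPM (SD, n = 3 each). Its log2 fold change was 9.31 (standard error 0.95, edgeR adjusted p = 0.00927), and it was called in 4 of the 6 fits that left out a tumour. The share of all counts on the list was 0.00988%, 0.00733% and 0.00968% in the Ivl:BRAF V600E tumours and 0.542%, 0.533% and 0.129% in the Ivl:BRAF V600E-SOX2 LSL tumours.

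**Figure D4:**
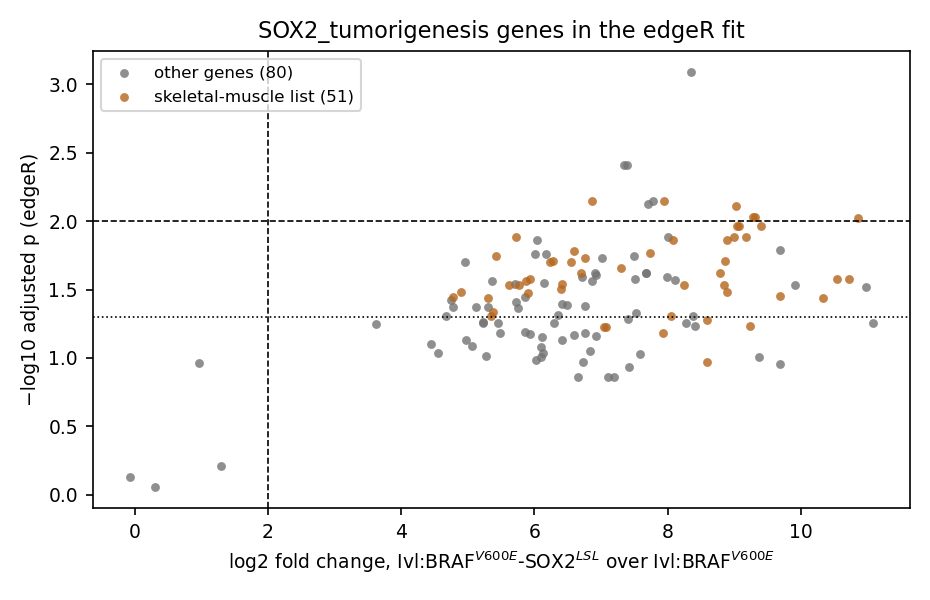
The 131 matched SOX2_tumorigenesis genes by log2 fold change (Ivl:BRAF V600E-SOX2 LSL over Ivl:BRAF V600E) and by -log10 of the edgeR adjusted p, with the 51 skeletal-muscle genes in brown and the other 80 in grey. Dashed lines mark the signature thresholds of 2 and 0.01, past which 11 genes lie, and the dotted line marks an adjusted p of 0.05.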

From those, we derived a ‘SOX2_tumorigenesis’ signature with the top 150 differentially expressed genes (log_2_ fold change >2 and padj <0.01) of which 139 had direct human orthologs (Supplementary Data 2) and conducted single-sample gene set enrichment in a cSCC human dataset^7^. Consistent with our murine-derived data, human cSCC samples enriched for our ‘SOX2_tumorigenesis’ signature showed lower enrichment in the apoptosis hallmark (Supplementary Fig. 10f).

Overall, these data suggest that SOX2 is a cell-specific requirement for the IVL+ tumour-resistant progenitor population to initiate cSCC. SOX2 activation in this population, combined with an oncogene, results in a clonal behaviour similar to the K14/K5+ tumour-primed population and promotes the re-acquisition of stemness and tumour-initiating capabilities in the skin's basal compartment. The resulting IVL+ derived tumours shared most histological features and a core transcriptional transformation programme with those originating from a K14/K5+ stem cell population (Fig. 7).

**Fig. 7:**
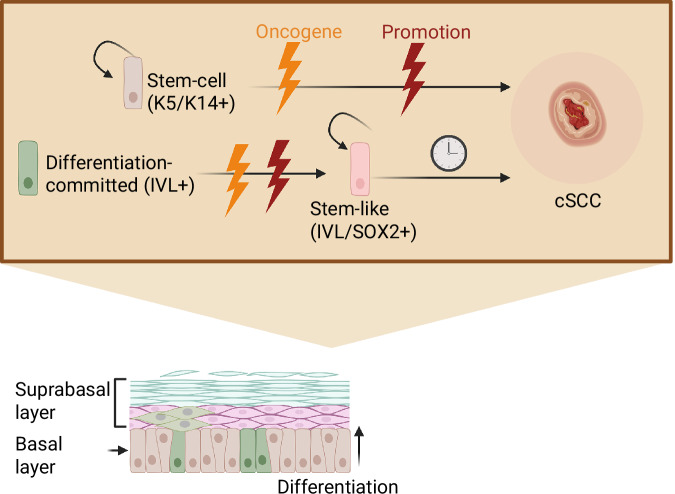
SOX2 confers tumour permissiveness to the IVL+ tumour-resistant population. Graphic abstract of the model arising from this study. cSCC can be initiated from a stem cell or differentiation-committed progenitor. The latter will require SOX2 activation and will take longer to escape constraints and trigger tumorigenesis. Oncogenic-driven SOX2 activation induces stem-like features critical for tumorigenesis. During this process, actively dividing oncogene-bearing IVL+ progenitors expand through the entire epithelium with little histological change, preparing for tumour initiation and eventually leading to tumorigenesis. We propose a common oncogenic programme, seen in human cSCC^27^ and promoted by inflammation, injury or paradoxical activation of MAPK, which allows the transformation of ‘normal’ oncogene-bearing epithelial cells into a tumour without additional oncogenic events. Created in BioRender. Centeno, P. (2025) https://BioRender.com/zzh4ohx.

## Discussion

We generated genetically engineered mouse models that recapitulate the rapid cSCC development seen in melanoma patients treated with BRAFi, due to paradoxical MAPK signalling activation^20–22^. High levels of MAPK signalling activation in the epidermis were critical for transformation. While a single copy of HRAS^G12V^ was insufficient, treatment with BRAFi rapidly promoted tumours. Similarly, BRAF^V600E^ stimulated MAPK signalling hyperactivation, also promoting tumour development. This data suggests that the skin can tolerate oncogenic mutations with minimal histological changes, but can rapidly progress to tumorigenesis when exposed to a specific stimulus or promoter.

Notably, we obtained rapidly developing tumours within days of oncogene induction in the K14/K5+ basal stem cell population; hence, we called this population tumour-primed. However the IVL+ differentiation-committed progenitor population remained normal despite the oncogene-bearing cells colonising the basal epithelium within a week. Thus, we termed this population tumour-resistant. Oncogene-expressing IVL+ cells remained in the basal layer, where the proliferative environment is confined, challenging their differentiation commitment. This allowed for a longer latency period before tumour development.

Tumours from both basal populations were histologically indistinguishable and showed the features of cSCC, including keratin pearl formation, dermal invasion, nuclear atypia, parakeratosis and loss of skin epidermal hierarchy. They also shared transcriptional programmes enriched for wound-healing^25^ and embryonic^26^ signatures and for a tumour-specific keratinocyte population seen in human cSCC^27^. In addition, we observed strong MYC activation, which has been proposed as a mechanism to confer stem cell properties and dedifferentiation in the *Gata6*+ epidermal populations^12^. We also identified evidence of hijacking a tissue injury-sensing and wound repair pathway activated by hypoxia and driven by IL24 and pSTAT3^29^. These results highlight the close interplay between proliferation during tumorigenesis and re-epithelialisation during wound healing.

Most of our understanding of cSCC in the mouse has come from seminal work using DMBA/TPA^9,18^ or, more recently, mouse models carrying different combinations of oncogenes, including KRAS or other MAPK mutations in combination with TP53^7,14,15^. Despite the diversity of oncogenic events across these models, they also converge on the core set of skin transformation pathways described above and including MYC and hypoxia/STAT3 activation.

One of our key findings was that SOX2 activation in the IVL+ tumour-resistant population is sufficient to render this population susceptible to oncogenic transformation. SOX2 overexpression in combination with oncogene expression rapidly accelerated tumorigenesis in this population in vivo  and reduced apoptosis. Moreover these tumours expressed the stem-cell marker CD34 which together with SOX2 have been proposed to mark a population of ‘tumour initiating cells’^33^. Conversely, loss of SOX2 in the IVL+ tumour-resistant population further prevented tumour onset and growth upon oncogene expression, while it did not affect the K5/K14+ tumour-primed population.

This SOX2-driven stemness state also appears to be activated in tumours derived from the LGR6+ population in the DMBA/TPA model^9^. Indeed, ablation of SOX2 in the K14+ lineage delayed tumour growth in this model. Since the LGR6+ hair follicle population also expresses K14, we hypothesise that this LGR6+/K14+ population requires SOX2 for transformation, similar to the IVL+ population, which also expresses K14+ (IVL+/K14+). Meanwhile, the interfollicular stem cell basal K14+ (IVL-/LGR6-) population would not rely on SOX2-driven stemness for transformation.

Although the role of SOX2 in cSCC initiation has been previously described^32,33^, our findings clarify that its requirement is cell-specific. As a pioneer factor, SOX2 can bind closed chromatin and rewire the epigenome to drive stem cell features^31,36^. In the context of SCC, a bi-stable transcriptional network, involving SOX2, TRP63 and PITX1, has been proposed to promote cell proliferation and to inhibit differentiation by acting on KLF4^37^. This network may enable tumour cells to switch between proliferation and self-renewal or differentiation and keratin pearl formation. Building on this model, we propose that SOX2 expression enables IVL+ progenitors to escape their differentiation programme and adopt a more plastic, transformation-permissive state. This is consistent with the recent model of fluid and gradual cell differentiation^4^, in which committed cells residing in the basal layer have not necessarily exited the cell cycle and thus remain susceptible to reprogramming and oncogenic transformation.

Importantly, SOX2 activation occurs in ~20% of cSCC patients^32,33^. This suggests that a differentiation-committed cell that has regained stemness potential, such as basal IVL+ or follicular LGR6+, could be the cell of origin in these tumours. Unfortunately, although there is genetic data available for cSCC from melanoma patients treated with BRAFi and these have high levels of HRAS mutations^22^, there is no transcriptomic data available to explore whether the proportion of tumours expressing SOX2 is increased.

The IVL+ basal population’s bias towards asymmetric division and upward differentiation is part of its transcriptome-engrained commitment towards differentiation^1,4^, likely contributing to its tumour-resistant phenotype. This resistance is also seen in basal cell carcinoma, where only the stem-cell population and not the progenitors have been proposed to initiate tumorigenesis^6^. However committed progenitors can trigger skin tumorigenesis once they re-acquire stemness features, induced by SURVIVIN expression in basal cell carcinoma^6^ or by SOX2 in cSCC, as shown here.

The mechanism by which oncogenic signals activate SOX2 or related stemness programmes remains unclear, but MAPK or MYC-dependent pathways are likely candidates. Understanding not only the tissue-specific mechanisms that drive transformation but also the cell-specific vulnerabilities that govern progenitor state and maintenance in homoeostasis and tumorigenesis will be critical for developing therapeutic strategies aimed at halting tumour initiation at its cellular origin.

In summary, we introduce genetically driven in vivo models of cSCC to dissect tumour susceptibility in basal epidermal populations. Oncogene expression in the K14/K5+ stem cell population led to rapid tumour development, whereas IVL+ committed progenitors remained resistant to transformation. Nevertheless, SOX2 rendered this population permissive to tumorigenesis, preventing delamination and reducing apoptosis^32,33^, by inducing a stem-like transcriptional state that mirrors the tumour-primed K14/K5+ population. Despite differences in cell of origin or oncogenic driver, we uncovered a shared transcriptional programme underpinning transformation, also extensible to other cSCC models. These findings highlight SOX2 as a critical switch that unlocks the tumorigenic potential of IVL+ differentiation-committed basal progenitors.

## Methods

### Genetically engineered mouse models and husbandry

Animal experiments conducted at the CRUK Scotland Institute Animal Facility were in accordance with the UK Home Office guidelines, under project licence PP3908577 and were reviewed and approved by the University of Glasgow Animal Welfare and Ethical Review Board (AWERB). Experiments conducted at the CRUK Manchester Institute were performed at Alderley Park Animal Research Unit, with breeding at the University of Manchester incubator breeding facility, in accordance with UK Home Office regulations, under project licences PE4369EDB and P671A5B06 and reviewed and approved by the CRUK Manchester Institute’s AWERB. Mice were housed in accordance with UK Home Office Regulations, maintained in a specific pathogen-free facility under a 12-h light-dark cycle at a constant temperature between 19 and 23 °C and 55  ± 10% humidity and given drinking water and fed standard chow diet *ad libitum*. Male and female mice were used throughout the study. Animals were monitored regularly until terminally euthanised by schedule 1, cervical dislocation, at clinical endpoint: either when the cumulative tumour burden had reached a maximum volume of 1500 mm^3^ or when a single tumour exceeded 15 mm in diameter, weight loss >20%, or any other signs of ill health and distress. The aforementioned limits were not exceeded. For all mouse studies, no formal randomisation was performed and researchers were not blinded to the mouse genotypes. No exclusions were performed and all mice included in experimental cohorts were included in the analysis.

Genotyping was performed by Transnetyx according to the previously published protocols provided in the references for each allele. Mice were maintained on a C57BL/6J background, carrying the following alleles/transgenes: *Ivl*-CreERT2^15^, *Krt5*-CreERT2^38^, *Krt14*-CreERT2^39^, BRAF^V600E^^40,41^, HRAS^G12V^^42^, *Rosa26LSL-tdRFP*^43^, *Sox2*^*fl*^^44^ and *Rosa26LSL-SOX2-IRES-eGFP*^45^. Archived tumour blocks [from^14^] included the additional alleles: *Lgr5*-CreERT2^46^, *Kras*^G12D^^47^, *Notch2*^fl^^48^ and *Trp53*^fl ^^49^.

Genetic recombination was induced in mice of either sex 8–12 weeks of age by topical application to the shaved backs of the mice of 100 µL tamoxifen (10 mg/ml in ethanol; T5648, Sigma) in models driven by Ivl-CreERT2, or 4 µl 4-hydroxytamoxifen (20 mg/ml in ethanol; H6278, Sigma) in models driven by *Krt5*-CreERT2 and *Krt14*-CreERT, unless otherwise stated. This was repeated three more times over 8 days.

### UV irradiation

UV irradiation experiments were conducted at the CRUK Manchester Institute husbandry facility following the UK Home Office regulations under project licences PE4369EDB and P671A5B06. In cohorts exposed to UVR, mice were subjected to UVR exposure once per week for 4 weeks, beginning 4 weeks after the final tamoxifen application. For this process, mice were anaesthetised by intraperitoneal injection with 1 mg/kg Domitor and 100 mg/kg ketamine, with 5 mg/kg Antisedan anaesthetic reversal. The backs were shaved and a black cloth was used to cover regions that were to remain unexposed. The Waldmann UV181 unit with UV6 broad wavelength (280–380 nm) lamp was used for UVR exposure and the intensity was tested regularly with a USB2000+ spectroradiometer (Ocean Optics). The UV dose used was 0.6 kJ/m^2^, which equated to 3 min and 14 s of exposure. Following irradiation, E45 moisturising cream was topically applied to the back.

### Tumour fragment implantation

Tumour implantation experiments were conducted at the CRUK Manchester Institute husbandry facility following the UK Home Office regulations under project licences PE4369EDB and P671A5B06. A tumour derived from a K5:BRAF^V600E^ mouse was resected upon clinical endpoint under a laminar flow hood aseptically. The tumour was cut into 2–3 mm^3^ pieces for immediate implantation on anesthetised 6–8 week-old C57/6J littermates and NSGII2 mice. Briefly, recipient animals were anesthetised with isoflurane and kept on a heated stage. A tumour piece was implanted subcutaneously between the skin and the peritoneal wall. The surgical incision was closed using a surgical clip. Rymadyl/Carprofen analgesic was given at 4 mg/kg. Mice were monitored until consciousness was regained and then monitored daily. The surgical clip was removed 7 days post-surgery.

### In vivo drug treatments

In vivo drug treatments were conducted at the CRUK Scotland Institute Animal Facility following the UK Home Office guidelines, under project licence PP3908577. Skin inflammation was induced by topically applying 150 µl of TPA (31.25 µg/ml) in acetone (Sigma-Aldrich 16561-29-8) to shaved dorsal skin three times a week until tumour signs appeared. The BRAFi dabrafenib was administered by daily oral gavage (30 mg/kg in 100 µl) during the experiment.

### Immunohistochemistry and immunofluorescence

Organs collected in 10% neutral buffered formalin were stored at room temperature for 20–28 h, followed by transfer to 70% ethanol and storage at 4 °C until processing. All haematoxylin and eosin (H&E), immunohistochemistry, co-immunofluorescence and in situ hybridisation staining were performed on 4-µm formalin-fixed paraffin-embedded sections (FFPE) which had previously been heated at 60 °C for 2 h.

The following antibodies were used on a Leica Bond Rx autostainer: KRT5 (905501, Biolegend), Ki67 (12202, Cell Signalling), SOX2 (14962, Cell Signalling), cleaved CASP3 (9661, Cell Signalling) and pSTAT3 (9131, Cell Signalling). All FFPE sections underwent onboard dewaxing (AR9222, Leica) and epitope retrieval using ER2 solution (AR9640, Leica) for 20 min at 95 °C. Sections were rinsed with Leica wash buffer (AR9590, Leica) before peroxidase block was performed using an Intense R kit (DS9263, Leica) for 5  min. Sections were rinsed with wash buffer before primary antibody application at an optimal dilution (KRT5, 1/1500; Ki67, 1/1000; pSTAT3, 1/100; SOX2, 1/200; CASP3, 1/500). The sections were rinsed with wash buffer before the application of anti-rabbit EnVision HRP-conjugated secondary antibody (K4003, Agilent) for 30 min. The sections were rinsed with wash buffer, visualised using DAB and counterstained with haematoxylin from the Intense R kit.

FFPE sections for KRT14 (ab7800, Abcam), c-MYC (ab32072, Abcam), RFP (600-401-379, Rockland), CD34 (119302, Biolegend), cPARP (ab32064, Abcam) and SOX9 (AB5535, Millipore) staining were stained on an Agilent autostainer Link48. FFPE sections were loaded into an Agilent pre-treatment module to be dewaxed and undergo heat-induced epitope retrieval (HIER) using a High pH target retrieval solution (K8004, Agilent). After HIER, the sections were rinsed in FLEX wash buffer (K8007, Agilent) before being loaded onto the Agilent autostainer. The sections underwent peroxidase blocking (S2023, Agilent) for 5 min and were rinsed with FLEX buffer. The primary antibody application was at an optimised dilution (KRT14, 1/300; c-MYC, 1/800; RFP, 1/1000; SOX9, 1/500; CD34, 1/100; cPARP 1/1000). Sections were washed with FLEX buffer before application of anti-rabbit EnVision secondary antibody for 30  min. Sections were rinsed with FLEX wash buffer before applying Liquid DAB (K3468, Agilent) for 10 min. Sections were washed in water and counterstained with haematoxylin ‘Z’ (RBA-4201-00A, CellPath).

In situ hybridisation detection for *Anxa1* (509298), *Ivl* (422538), *Ly6a* (427578), PPIB (313918; positive control) and dapB (312038; negative control) (all Bio-Techne) mRNA was performed using RNAScope 2.5 LSx (Brown) detection kit (322700; Bio-Techne) according to the manufacturer's instructions. H&E staining was performed on a Leica autostainer (ST5020). Sections were dewaxed in xylene, taken through graded ethanol solutions and stained with haematoxylin ‘Z’ (RBA-4201-00A, CellPath) for 13 min. Sections were washed in water, differentiated in 1% acid alcohol, washed and the nuclei stained blue in Scott’s tap water substitute (in-house). After washing with tap water, sections were placed in Putt’s eosin (in-house) for 3 min. To complete H&E, IHC & ISH staining, sections were rinsed in tap water, dehydrated through a series of graded alcohols and placed in xylene. The stained sections were coverslipped in xylene using DPX mountant (SEA-1300-00A, CellPath).

Sections for KRT14 and RFP co-IF staining were loaded onto a Leica Bond Rx autostainer. The FFPE sections underwent on-board dewaxing and epitope retrieval using ER2 solution for 20 min at 95 °C. Sections were rinsed with Leica wash buffer (AR9590, Leica) before application of 10% normal goat serum (X090710-8, Agilent) for 30 min. The sections were rinsed with Leica wash buffer before application of anti-RFP antibody at 1/1000 dilution for 1 h. Sections were rinsed with Leica wash buffer and goat anti-rabbit IgG 488 (A11034, Invitrogen) secondary antibody diluted 1/250 for 30  min. After rinsing with Leica wash buffer KRT14 antibody was applied at 1/750 dilution for 1 h. Sections were rinsed with Leica wash buffer and goat anti-mouse IgG 647 secondary antibody (A21236, Invitrogen diluted) 1/250 for 30 min before application of DAPI (MBD0015, Sigma-Aldrich). To complete the staining, sections were mounted using ProLong Diamond antifade mountant (P36970, Thermo Fisher Scientific).

Immunohistochemistry images were acquired using a SCN400F slide scanner (Leica Microsystems) at ×20 or ×40 magnification. Confocal images were collected on a Zeiss 710 point-scanning confocal microscope, built on an inverted Zeiss Axio Imager. Z2 stand. Images were acquired using an EC Plan-Neofluar 40x/1.30 Oil and a confocal pinhole diameter of 107 µm. Multi-channel images were captured sequentially: DAPI (nuclear marker) using 405 nm excitation and 410–481 nm emission bandwidth, IgG 488 using 488 nm excitation and 514–582 nm emission and IgG 647 using 633 nm excitation and 638–747 nm emission. Images were collected with a 1× zoom with an image size of 2320 × 2320 pixels, yielding a pixel size of 92 × 92 nm and a 1.38 μs pixel dwell time. Z-stacks were collected using a step size of 2 μm. Images were acquired using the software Zen LSM 2.1 Black (Zeiss).

Quantification of RFP+ and CASP3+ cells for IHC-stained samples was performed using the HALO Image Analysis Platform version 3.6.4134 (Indica Labs, Inc.) to quantify the optical density of cellular staining after manual annotation of the epidermal layer and training to detect skin epithelial cells.

### RNAseq sequencing and analysis

RNA was extracted from fresh frozen tumour samples using an AllPrep DNA/RNA kit (74104, Qiagen) according to the manufacturer’s instructions. Indexed poly(A) libraries were prepared using 200 ng of total RNA and 14 cycles of amplification with the Agilent SureSelect Strand-Specific RNA Library Preparation Kit for Illumina Sequencing (G9691B, Agilent). RNA polyA libraries were sequenced using NovaSeq 6000 XP SP, 200 cycles, paired-end reads (2 × 101 bp), 20–30 million reads. RNA preparation and sequencing of mouse samples were performed at the CRUK Manchester Institute histology core and sequencing facility.

RNA preparation and sequencing of Ivl:BRAF^V600E^ and Ivl:BRAF^V600E^-SOX2^LSL^ tumours (Supplementary Fig. 10) were performed by GENEWIZ Azenta. rRNA depletion was performed before library preparation. Approximately thirty million paired-end reads (2 × 150 bp) per sample.

For all samples raw sequence quality control was performed using FastQC (v0.11.8) before and after removing adaptors and low-quality base calls (Phred score <20) using TrimGalore with default options (v0.6.6). Trimmed reads were aligned to GRCm38, release 100 using Hisat2 (v2.1.0). Gene counts were subsequently estimated using featurecounts (subread/1.6.3). Sva::ComBat-seq was used for batch correction (v3.52.0). For all samples, after removing transcripts without a minimum of 5 reads in at least one sample, the differential expression analysis between mouse tumours and skin was performed using the R package DESeq2 (v1.44.0). The resultant p-values were corrected for multiple comparisons using the Benjamini–Hochberg approach. The following additional R packages were used for downstream analysis: pheatmap (v1.0.8), fgsea (v1.30.0), GSVA (v4.5), enhancedVolcano (v1.22.0), clusterProfiler (v4.12.6), dplyr (v1.1.4), tidyr (v1.3.1), AnnotationHub (v3.12.0), ggvenn (0.1.10), AnnotationDbi (v1.66.0), mixOmics (v6.26.0).

Digital sorting and transcriptome deconvolution was performed using CIBERSORTx^50^ using a signature matrix generated from the single-cell RNAseq dataset from Joost et al.^24^ (GEO: GSE129218). CIBERSORTx was run online in relative mode to compare relative cellular fractions, using B-mode for batch correction and 100 permutations.

The ‘cSCC MAPK signalling shared’ signature derived from this work was generated by selecting the commonly upregulated and differentially expressed genes (log_2_ fold change >3 and padj <0.01) obtained from Ivl:BRAF^V600E^, K5:BRAF^V600E^ and K14:BRAF^V600E^ tumours compared to normal skin from control litter mates (Supplementary Data 1). The ‘SOX2_tumorigenesis’ signature derived from this work was generated by selecting the top 150 differentially expressed genes (log_2_ fold change >2 and padj <0.01) between Ivl:BRAF^V600E^ and Ivl:BRAF^V600E^-SOX2^LSL^, of which 139 genes were converted to human orthologs (Supplementary Data 2).

### Statistics and reproducibility

Statistical analysis was performed using GraphPad Prism (v.10.0.1) for Windows. Normality and lognormality tests were used to establish the appropriate significance test, followed by a statistical test to compare the means. To compare the means of two groups, a two-tailed Student’s *t* test was performed. All error bars shown are mean ±  standard error of the mean. Micrographs showing representative images refer to at least three independent mice unless stated otherwise. No statistical method was used to predetermine sample size. No data were excluded from the analyses, experiments were not randomised and the investigators were not blinded to allocation during experiments and outcome assessment. Mice allocation into experimental groups was random. Differences were considered statistically significant at *p < 0.05, **p < 0.01, ***p < 0.001 and ****p < 0.0001.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Information

Supplementary Data 1

Supplementary Data 2

Reporting Summary

Transparent Peer Review File

## Source data

Source Data

## Data Availability

The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus. The accession numbers for the RNA-seq data reported in this paper are NCBI GEO GSE280236 and GSE303703. Source data are provided with this paper. The remaining data are available within the article, Supplementary Information or Source data file. Source data are provided with this paper.

# Supplementary material for: SOX2 confers tumour permissiveness in a specific skin progenitor population
**Source:** Nat Commun. 2026 Jan 8;17:304. doi: 10.1038/s41467-025-66251-4
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information.**

### **SOX2 confers tumour permissiveness in a specific skin progenitor population.**

Patricia P. Centeno<sup>1,2</sup>, Christopher Chester<sup>2,†</sup>, Georgios Kanellos<sup>1</sup>, Catriona A. Ford<sup>1</sup>, Patrizia Cammareri<sup>1, ‡</sup>, Gareth J. Inman<sup>1,3</sup>, Thomas Jamieson<sup>1</sup>, Rachel A Ridgway<sup>1</sup>, Richard Marais<sup>2,†</sup>, Andrew D. Campbell<sup>1</sup>, Owen J. Sansom<sup>1,3</sup>.

## Supplementary Fig. 1

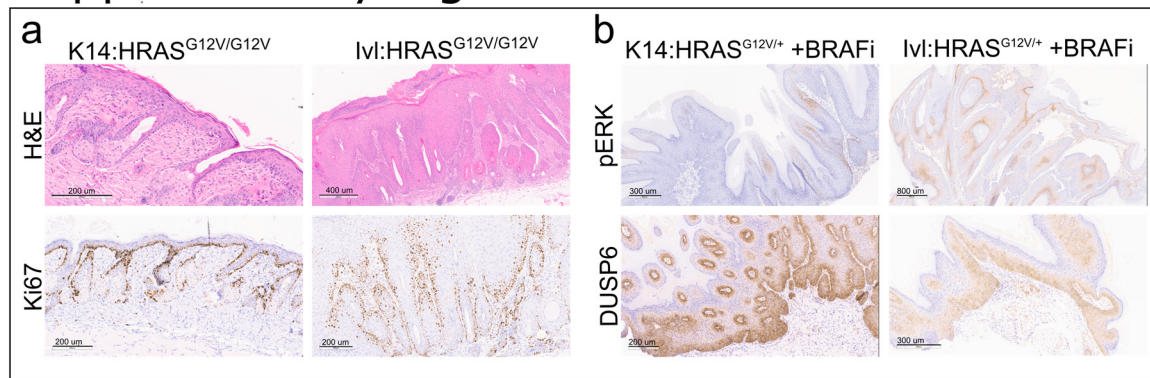

**Supplementary Fig. 1. Histological characterisation of HRAS<sup>G12V</sup> driven tumours, related to Figure 1.**

**a.** Representative images of H&E (scale bars are 200 μm and 400 μm) and IHC of Ki67 (scale bar is 200 μm) conducted in skin derived from K14:HRAS<sup>G12V/G12V</sup> and tumours from lvi:HRAS<sup>G12V/G12V</sup> at clinical endpoint. Images representative of four animals per genotype. **b.** Representative images of IHC of the downstream targets of MAPK signalling activation, pERK (scale bars are 300 μm and 800 μm) and DUSP6 (scale bars are 200 μm and 300 μm), conducted in tumours derived from K14:HRAS<sup>G12V/+</sup> and lvi:HRAS<sup>G12V/+</sup> in combination with BRAFi at the clinical endpoint. Images representative of four animals per genotype.

## Supplementary Fig. 2

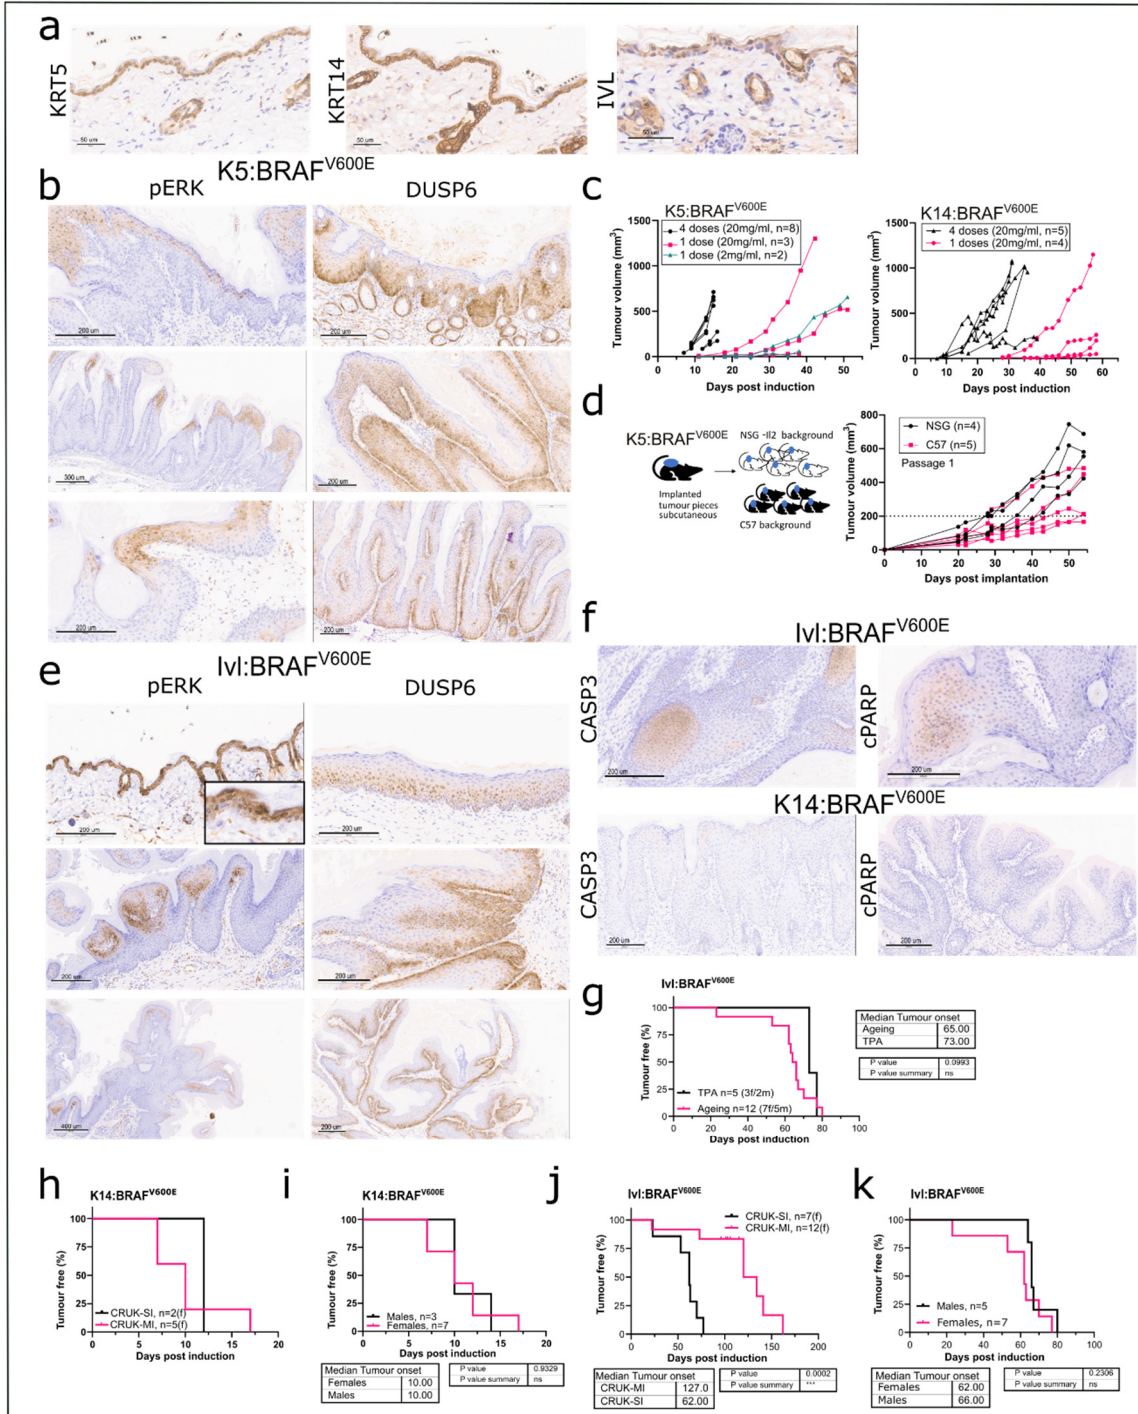

**Supplementary Fig. 2. Tumour-primed and tumour-resistant populations coexist in the basal layer, related to Figure 2**

**a.** Representative images of IHC staining of KRT5, KRT14 and IVL in normal wild-type skin. Images representative of five animals per genotype. Scale bar is 50  $\mu$ m. **b.** Representative images of IHC of the downstream targets of MAPK signalling activation, pERK and DUSP6, conducted in tumours derived from K5:BRAF<sup>V600E</sup> at clinical endpoint. Images representative of five animals per genotype. Scale bar is 200  $\mu$ m unless otherwise stated in the image. **c.** Tumour burden growth at different induction regimens in K5:BRAF<sup>V600E</sup> and K14:BRAF<sup>V600E</sup> models. **d.** Schematic and tumour burden

growth of K5:BRAF<sup>V600E</sup> tumour pieces transplanted into C57/6J (n=5) and immunosuppressed female mice (NSG-II2; n=4). **e.** Representative images of IHC of the downstream targets of MAPK signalling activation, pERK and DUSP6, conducted in tumours derived from lvl:BRAF<sup>V600E</sup> at clinical endpoint. Images representative of five animals per genotype. Scale bar is 200 µm unless otherwise stated in the image. **f.** Representative images of IHC of the apoptotic markers cleaved CASP3 and cPARP, conducted in tumours derived from lvl:BRAF<sup>V600E</sup> and K14:BRAF<sup>V600E</sup> at clinical endpoint. Images representative of five animals per genotype. Scale bar is 200 µm. **g.** Kaplan-Meier tumour-free survival plot for lvl:BRAF<sup>V600E</sup> female mice (n=12) aged until clinical endpoint and those treated with the tumour promoter TPA (n=5), conducted at the CRUK-Scotland Institute (CRUK-SI) facility. P-values were determined using the log-rank (Mantel-Cox) test. **h.** Kaplan-Meier tumour-free survival plots of female K14:BRAF<sup>V600E</sup> mice, aged until clinical endpoint, housed at CRUK Manchester Institute (CRUK-MI; n=5) and CRUK-SI (n=2) facilities. Note that the CRUK-MI cohort is also shown in Figure 2c for comparison. **i.** Kaplan-Meier tumour-free survival plots of K14:BRAF<sup>V600E</sup> male (n=3) and female (n=7). Note that the female cohort includes five mice housed at CRUK-MI, as shown in Figure 2c, and an additional two housed at CRUK-SI. All males were housed at CRUK-SI. P-values were determined using the log-rank (Mantel-Cox) test. **j.** Kaplan-Meier tumour-free survival plots of lvl:BRAF<sup>V600E</sup> female mice, aged until clinical endpoint at CRUK-SI (n=7) and CRUK-MI (n=12). Note that the CRUK-MI cohort is also shown in 2c for comparison. **k.** Kaplan-Meier tumour-free survival plots of lvl:BRAF<sup>V600E</sup> grouped by sex (males n=5 and females n=7). All mice were housed at CRUK-SI. P-values were determined using the log-rank (Mantel-Cox) test. Source data are provided as a Source Data file.

## Supplementary Fig. 3

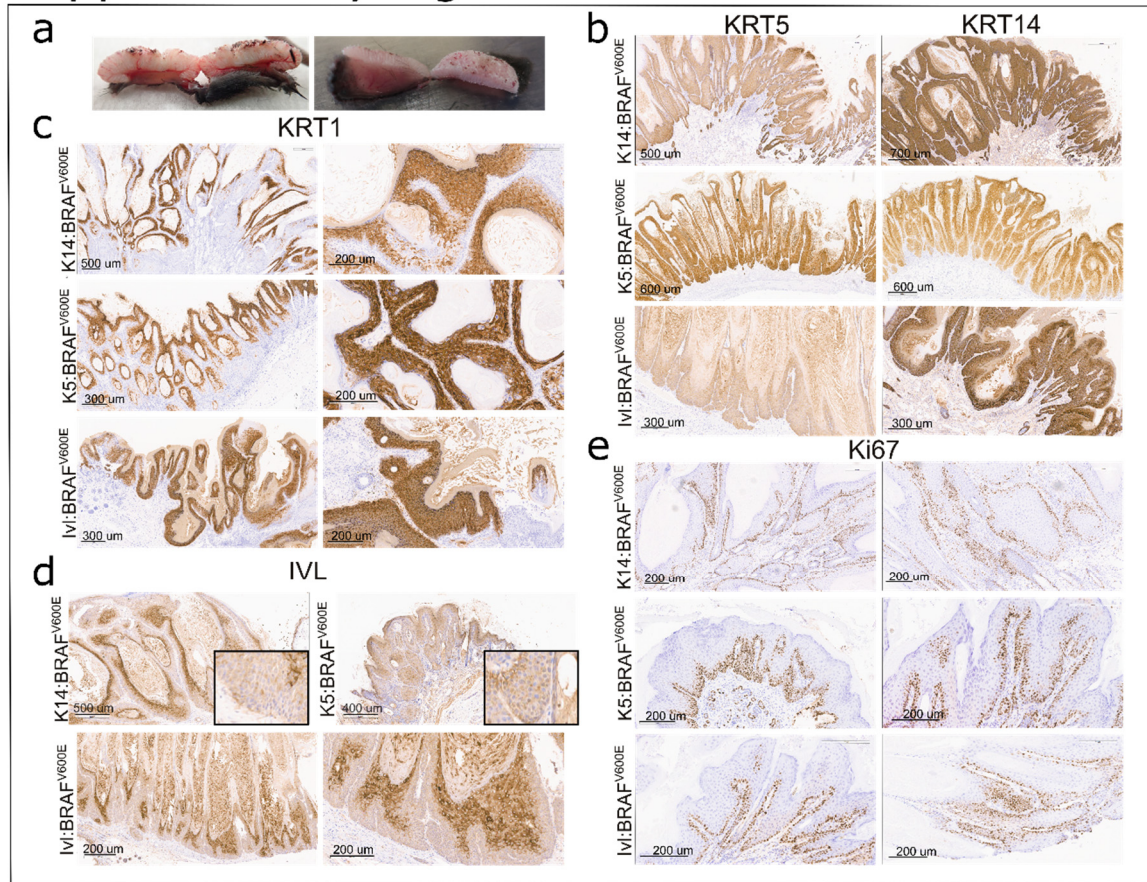

**Supplementary Fig. 3. Histological features of BRAF<sup>V600E</sup> driven tumours, related to Figure 2.**

**a.** Representative macroscopic images of the tumours resulting from the K14/K5+ tumour-prime population showing demarcated borders and vertical columns of keratinocyte proliferation. Images representative of five animals per genotype. **b-e.** Representative IHC of skin hierarchy markers KRT5 and KRT14 (b), KRT1 (c), IVL (d), and proliferation marker Ki67 (e) from K14:BRAF<sup>V600E</sup>, K5:BRAF<sup>V600E</sup> and Iv1:BRAF<sup>V600E</sup> tumours at clinical endpoint. Images representative of five animals per genotype. Scale bar is 200 µm unless otherwise stated in the image.

## Supplementary Fig. 4

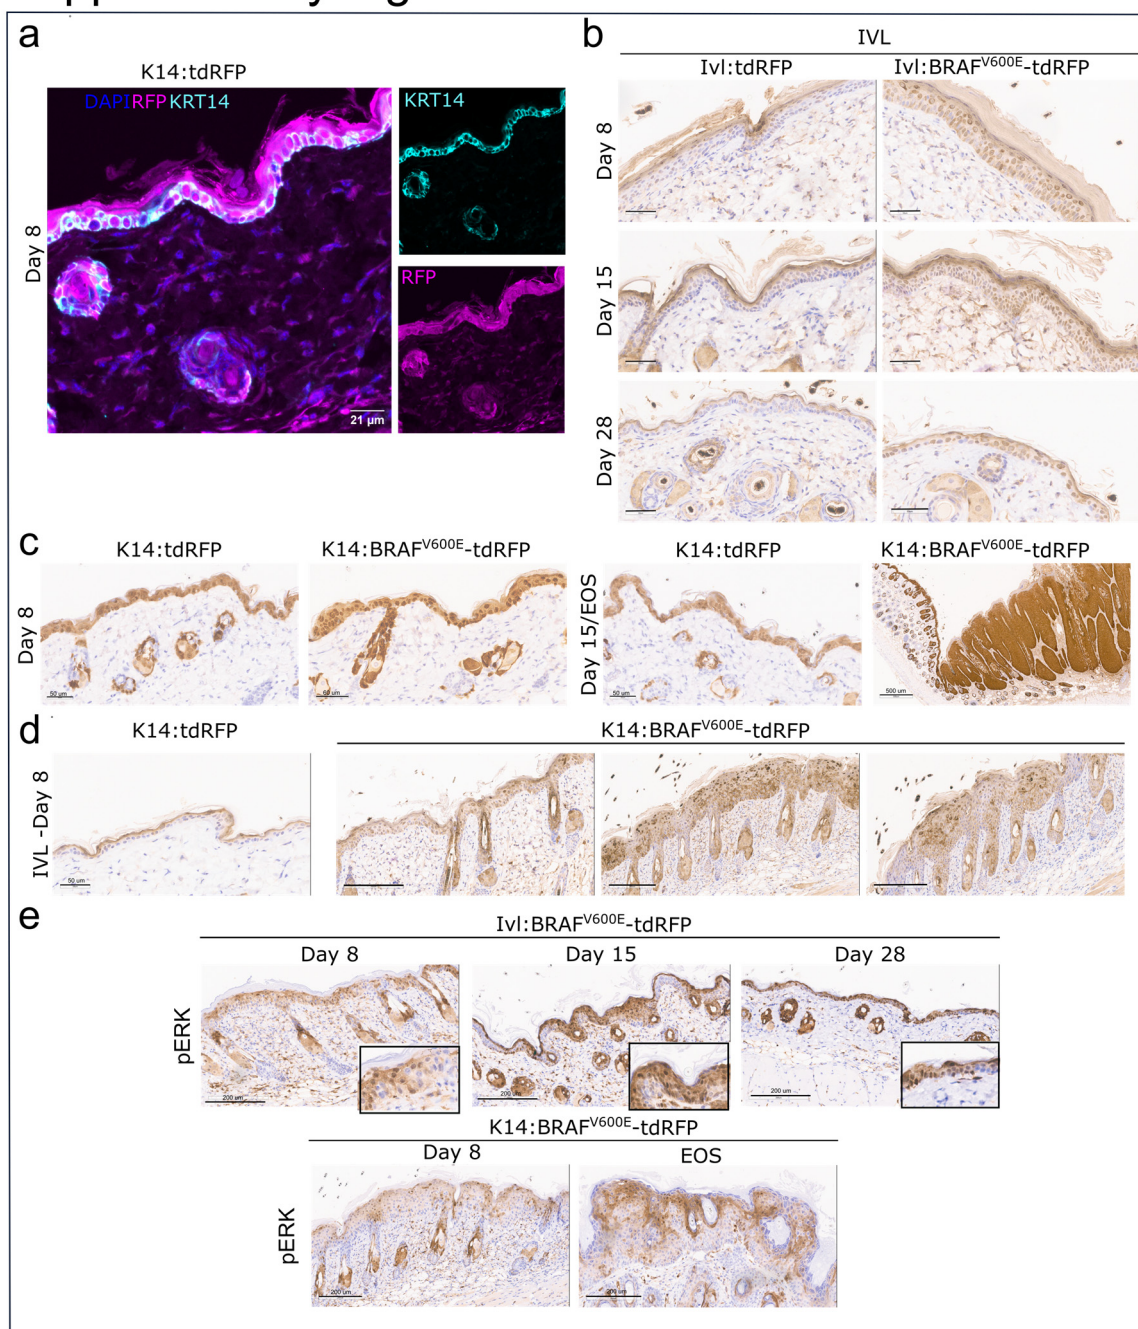

**Supplementary Fig.4. Lineage tracing characterisation of IvI and K14 models, related to Figure 3.**

**a.** Representative Z-stack co-immunofluorescence (IF) of KRT14 and RFP of skin derived from K14:tdRFP (control) at day 8 post-induction. Images representative of three animals per genotype. Scale bar is 21  $\mu$ m. **b.** Representative epidermal IHC of IVL at different time points post-induction in IvI:tdRFP and IvI:BRAF<sup>V600E</sup>-tdRFP. Images representative of three animals per genotype. Scale bar is 50  $\mu$ m. **c.** Representative IHC of RFP at different time points post-induction in K14:tdRFP and K14:BRAF<sup>V600E</sup>-tdRFP epidermis, epidermis adjacent to tumour and tumour. Images representative of three animals per genotype. Scale bars are 50  $\mu$ m, 60  $\mu$ m and 500  $\mu$ m. **d.** Representative IHC of IVL at different time points post-induction in K14:tdRFP (scale bar is 50  $\mu$ m) and K14:BRAF<sup>V600E</sup>-tdRFP epidermis, epidermis adjacent to tumour and tumour (scale bar is 200  $\mu$ m). Images representative of three animals per genotype. **e.** Representative IHC of pERK at different time points post-induction in

lvl:BRAF<sup>V600E</sup>-tdRFP and K14:BRAF<sup>V600E</sup>-tdRFP. Images representative of three animals per genotype.  
Scale bar is 200  $\mu$ m.

## Supplementary Fig. 5

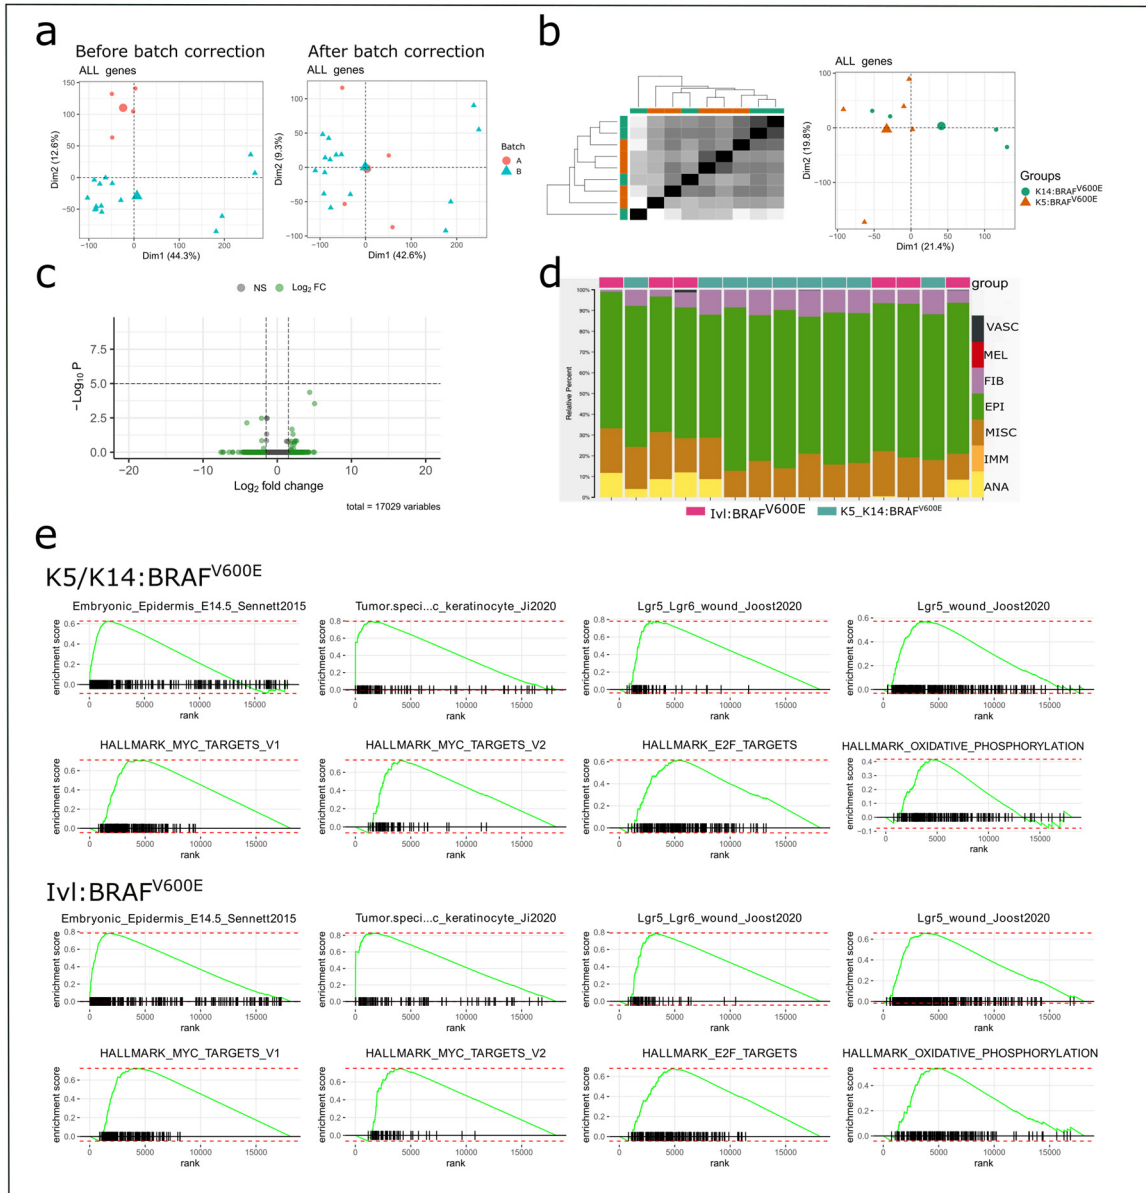

**Supplementary Fig.5. Transcriptional landscape of tumour-primed K14/K5:BRAF<sup>V600E</sup> and tumour-resistant Iv1:BRAF<sup>V600E</sup>, related to Figure 4.**

**a.** Principal component analysis (PCA) of normalised expression values before and after batch correction, showing the correlation between the two different batches sequenced at different times (batch A n=4 and batch B n=15). **b.** Hierarchical clustering heatmap and PCA of normalised expression values showing the correlation between the transcriptomes of the K5:BRAF<sup>V600E</sup> (n=5) and K14:BRAF<sup>V600E</sup> tumours (n=4). **c.** Volcano plot showing differentially expressed genes between K5:BRAF<sup>V600E</sup> (n=5) and K14:BRAF<sup>V600E</sup> (n=4) tumours using Wald test (two-tailed). NS, not significant. **d.** Digital sorting analysis of the bulk RNAseq transcriptome obtained from Iv1:BRAF<sup>V600E</sup> (n=6) and K5/K14:BRAF<sup>V600E</sup> (n=9) tumours, using CIBERSORTx and the single-cell RNAseq dataset from Joost and colleagues<sup>1</sup> for deconvolution including MEL (melanocytes), FIB (fibroblast), EPI (epidermis, permanent part), VASC (Vasculature), IMM (immune cells), ANA (anagen, hair follicle related keratinocytes), and MISC (miscellaneous, mixed cells or not assigned) skin cell populations. **e.** Selected gene set enriched Hallmarks and pathways in K5/K14:BRAF<sup>V600E</sup> (n=9) and Iv1:BRAF<sup>V600E</sup> (n=6).

tumours at clinical endpoint. Pathways shown are significantly enriched ( $p_{adj} < 0.01$  based on an adaptive multi-level split Monte-Carlo).

## Supplementary Fig. 6

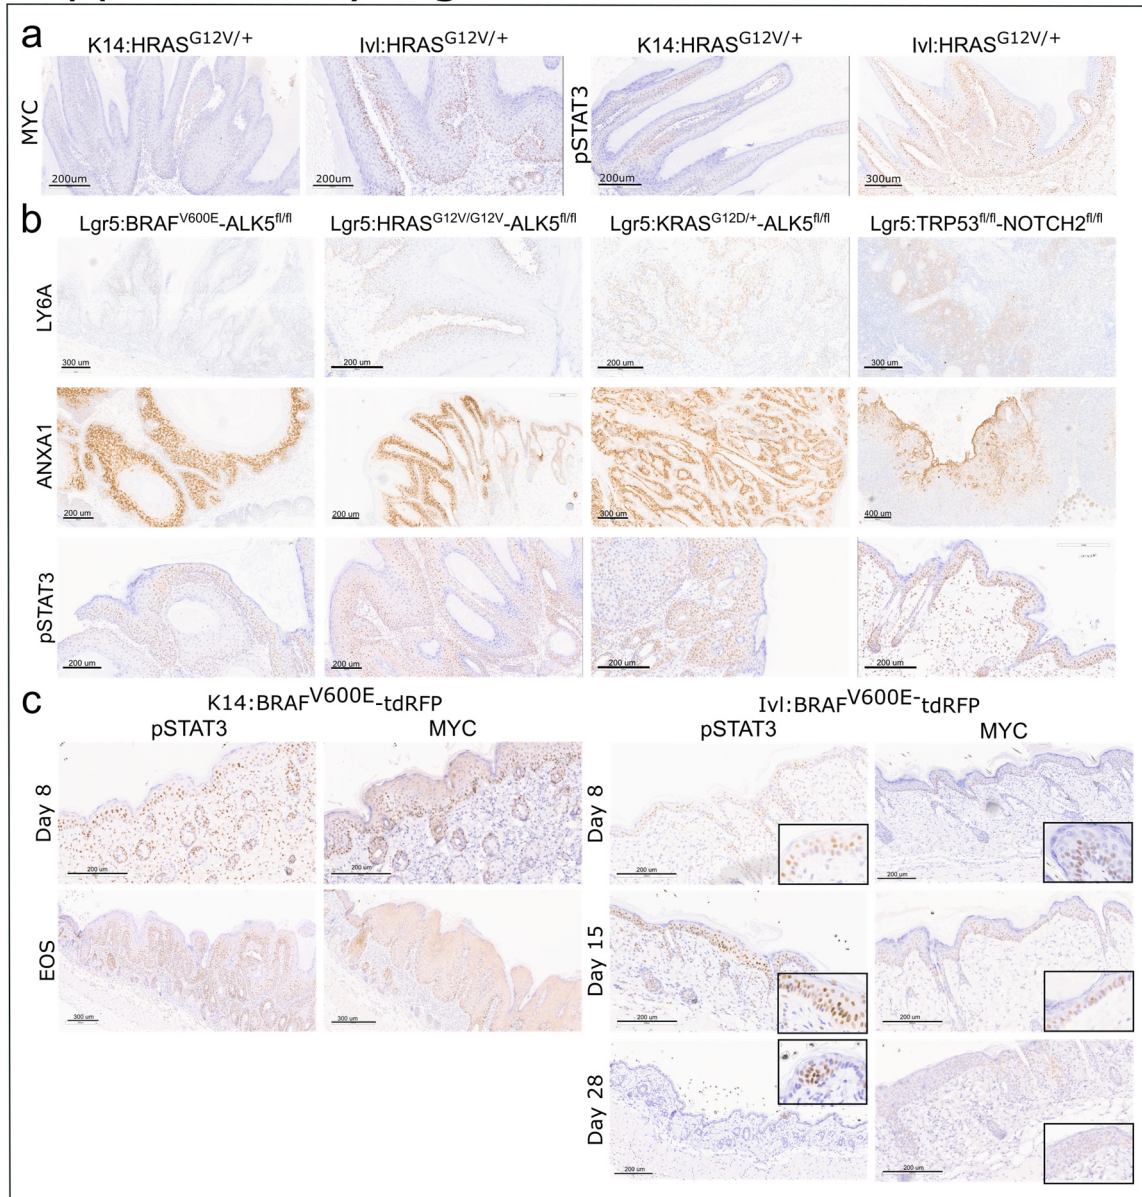

**Supplementary Fig. 6. Shared transcriptional landscape, related to Figure 4.**

**a.** Representative images of IHC validation of MYC and pSTAT3 in tumours derived from the K14:HRAS<sup>G12V/+</sup> and lvi:HRAS<sup>G12V/+</sup> models treated with BRAFi. Scale bar is 200 µm unless otherwise stated in the image. Images representative of three animals per genotype. **b.** Representative images of IHC validation of selected targets in Lgr5:BRAF<sup>V600E</sup>-ALK5<sup>fl/fl</sup>, Lgr5:HRAS<sup>G12V/G12V</sup>-ALK5<sup>fl/fl</sup>, Lgr5:KRAS<sup>G12D/+</sup>-ALK5<sup>fl/fl</sup> and Lgr5:TRP53<sup>fl/fl</sup>-NOTCH2<sup>fl/fl</sup> tumours at clinical endpoint. Scale bar is 200 µm unless otherwise stated in the image. Images representative of three animals per genotype. **c.** Representative images of IHC validation of MYC and pSTAT3 in skin sampled at the indicated time points derived from the K14:BRAF<sup>V600E</sup> and lvi:BRAF<sup>V600E</sup> models. Images representative of three animals per genotype. Scale bar is 200 µm unless otherwise stated in the image.

## Supplementary Fig. 7

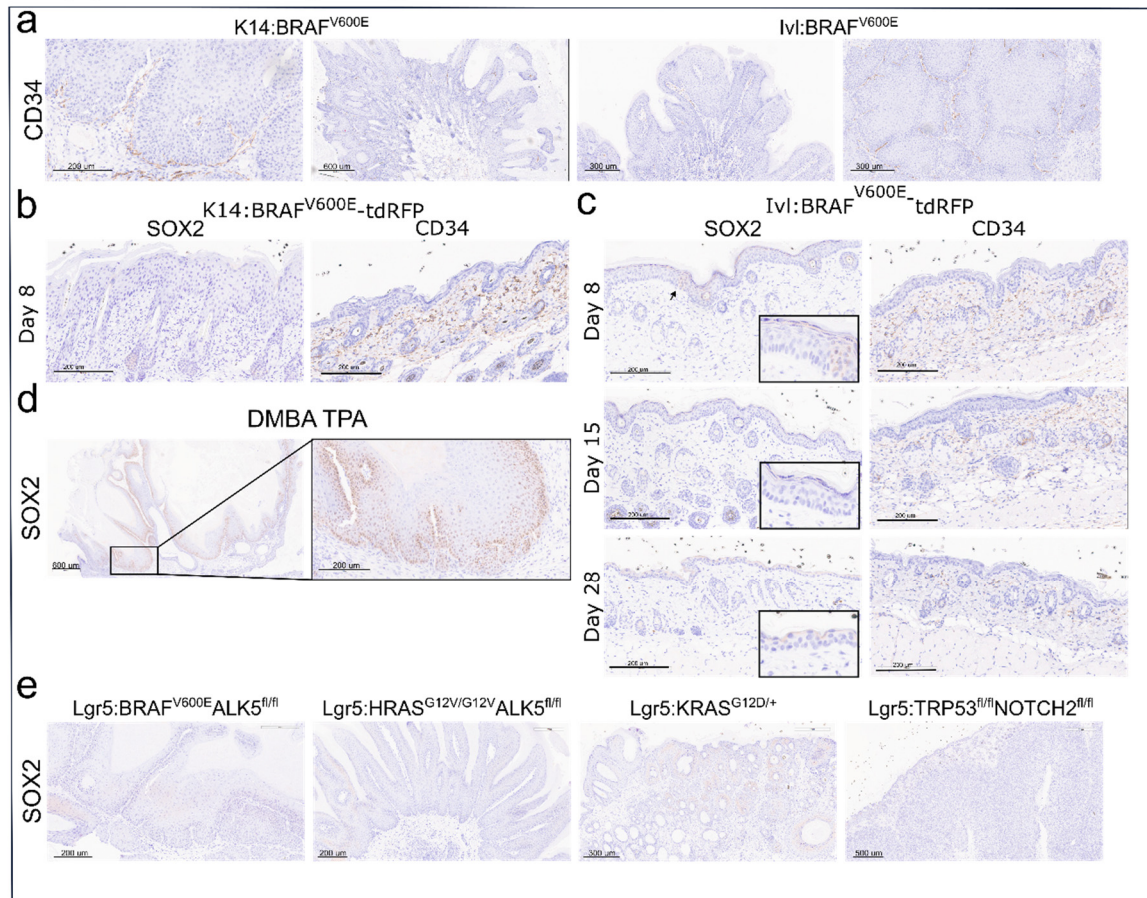

**Supplementary Fig. 7. Characterisation of tumour-initiating cells marked by SOX2 and CD34 across models, related to Figure 5.**

**a.** Representative IHC of CD34 in K14:BRAF<sup>V600E</sup> and IvI:BRAF<sup>V600E</sup> derived tumours. Images representative of three animals per genotype. Scale bars are 200  $\mu$ m, 300  $\mu$ m and 600  $\mu$ m. **b,c.** Representative IHC of CD34 and SOX2 in epidermis sampled at the indicated time points post-induction in K14:BRAF<sup>V600E</sup>-tdRFP(**b**) and IvI:BRAF<sup>V600E</sup>-tdRFP epidermis (**c**). Images representative of three animals per genotype. Scale bar is 200  $\mu$ m. **d,e.** Representative images of IHC of SOX2 in DMBA/TPA-derived tumours (**d**), and tumours derived from the *Lgr5* population with different driver combinations: Lgr5:BRAF<sup>V600E</sup>-ALK5, Lgr5:HRAS<sup>G12V</sup>-ALK5, Lgr5:KRAS<sup>G12D</sup>-ALK5 and Lgr5:TRP53-NOTCH2 at clinical endpoint (**e**). Images representative of three animals per genotype. Scale bar is 200  $\mu$ m unless otherwise stated in the image.

## Supplementary Fig. 8

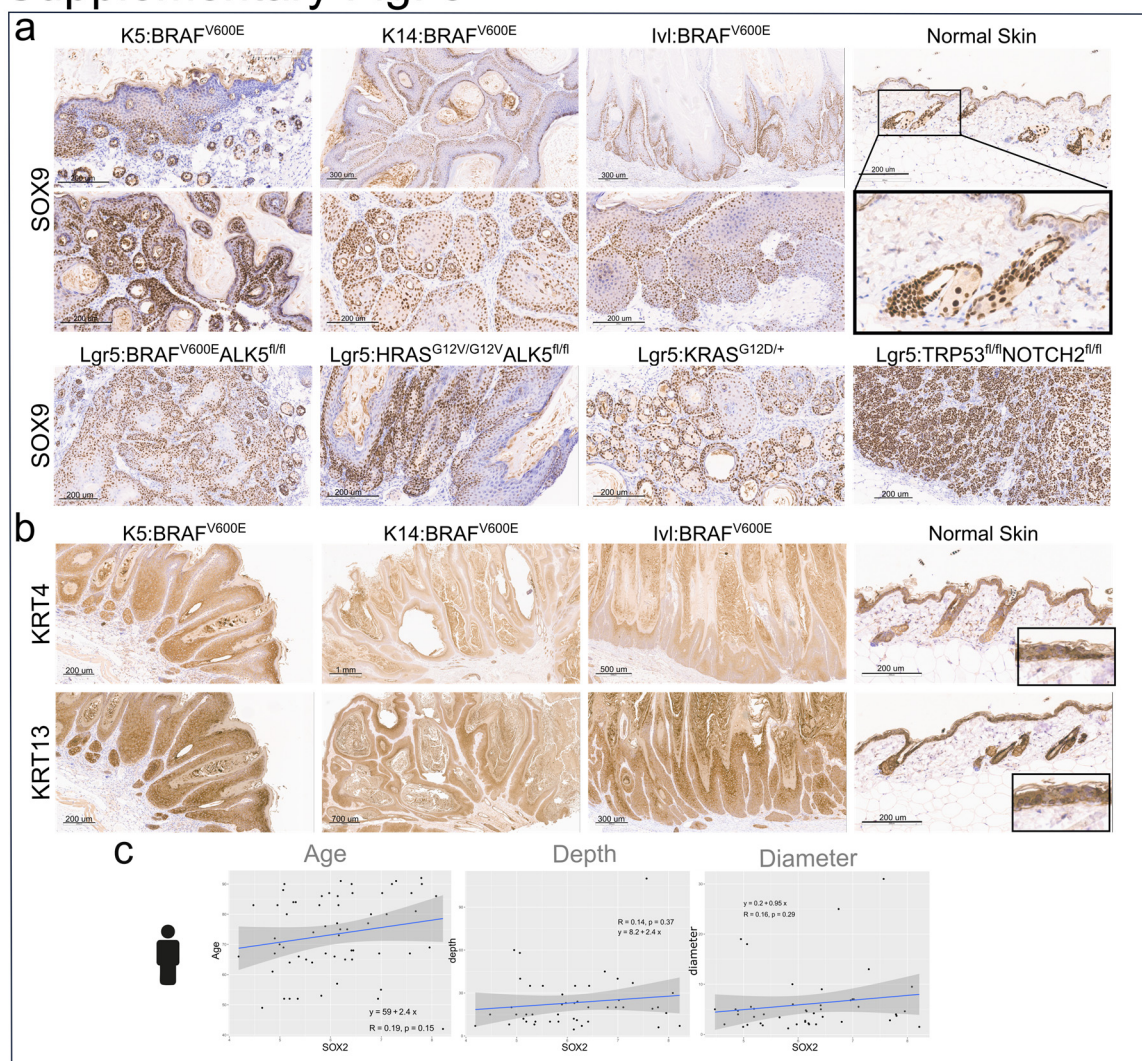

**Supplementary Fig. 8. Characterisation of non-cell-specific markers, related to Figure 5.**

**a.** Representative images of IHC of SOX9 in a range of tumours, including K5:BRAF<sup>V600E</sup>, K14:BRAF<sup>V600E</sup>, IvI:BRAF<sup>V600E</sup>, Lgr5:BRAF<sup>V600E</sup>-ALK5<sup>fl/fl</sup>, Lgr5:HRAS<sup>G12V/G12V</sup>-ALK5<sup>fl/fl</sup>, Lgr5:KRAS<sup>G12D/+</sup>-ALK5<sup>fl/fl</sup> and Lgr5:TRP53<sup>fl/fl</sup>-NOTCH2<sup>fl/fl</sup> at clinical endpoint, and normal skin showing predominant expression in the hair follicle cells. Images representative of three animals per genotype. Scale bar is 200  $\mu$ m unless otherwise stated in the image. **b.** Representative images of IHC of KRT4 and KRT13 in K5:BRAF<sup>V600E</sup>, K14:BRAF<sup>V600E</sup> and IvI:BRAF<sup>V600E</sup> tumours and in normal skin showing expression throughout the epidermal layers. Images representative of three animals per genotype. Scale bars are 200  $\mu$ m, 300  $\mu$ m, 500  $\mu$ m, 700  $\mu$ m and 1 mm. **c.** Normalised SOX2 levels from the human cSCC dataset<sup>2</sup> show no correlation with age, depth or diameter.

## Supplementary Fig. 9

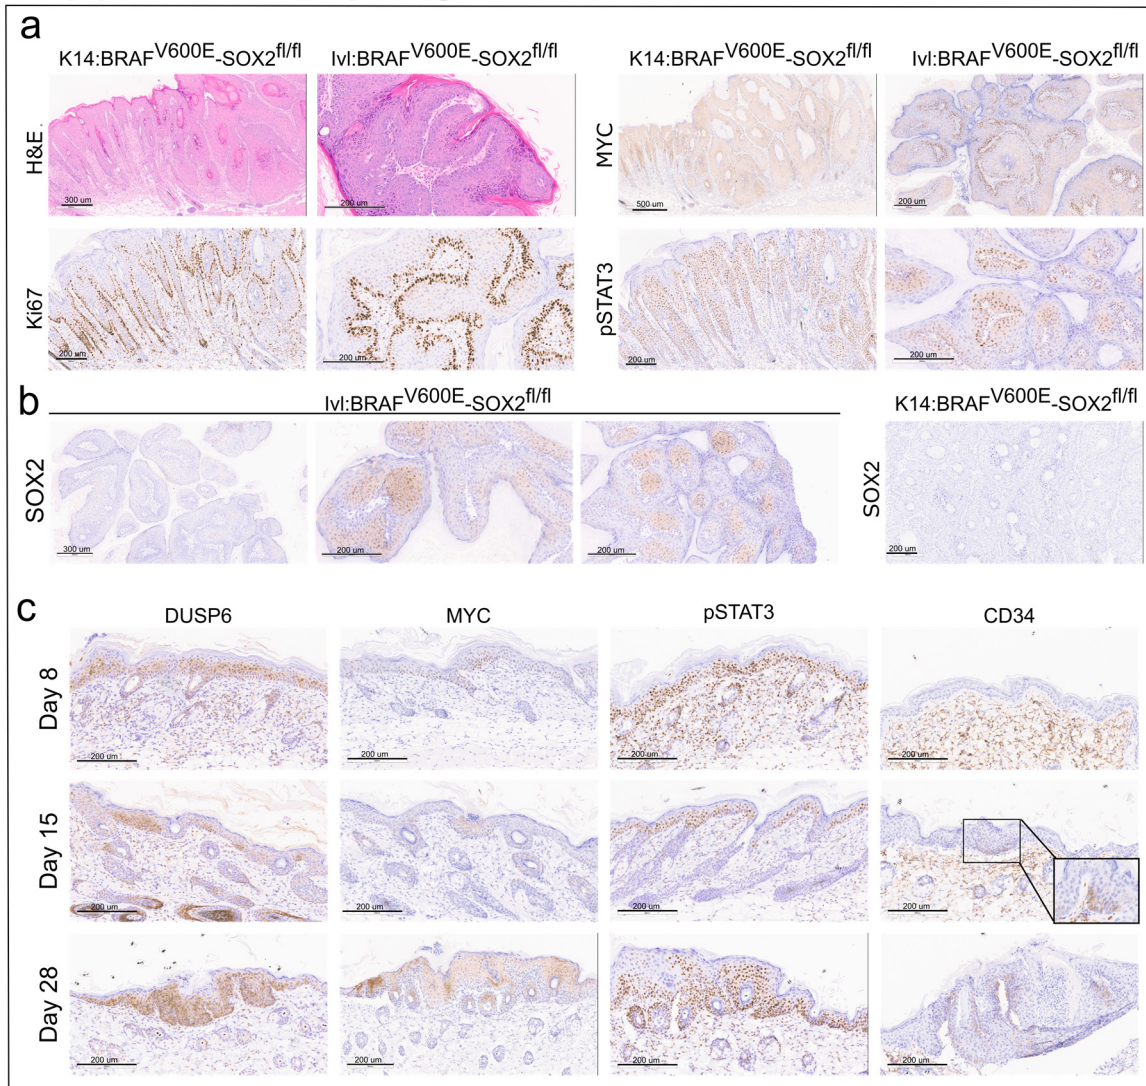

**Supplementary Fig. 9. SOX2 renders the IVL+ tumour-resistant population susceptible to tumorigenesis and accelerates transformation, related to Figure 6.**

**a.** Representative H&E and IHC of Ki67, MYC and pSTAT3 conducted in K14:BRAF<sup>V600E</sup>-SOX2<sup>fl/fl</sup> and IvI:BRAF<sup>V600E</sup>-SOX2<sup>fl/fl</sup> tumours at clinical endpoint. Images representative of four animals per genotype. Scale bar is 200  $\mu$ m unless otherwise stated in the image. **b.** IHC validation of SOX2 expression in IvI:BRAF<sup>V600E</sup>-SOX2<sup>fl/fl</sup> tumours, revealing partial reexpression of SOX2 and no expression in K14:BRAF<sup>V600E</sup>-SOX2<sup>fl/fl</sup>. Images representative of four animals per genotype. Scale bar is 200  $\mu$ m unless otherwise stated in the image. **c.** Representative images of IHC of the downstream targets of MAPK signalling activation DUSP6, MYC, pSTAT3, and CD34, conducted in skin derived from IvI:BRAF<sup>V600E</sup>-SOX2<sup>fl/fl</sup> at the indicated time points. Images representative of three animals per genotype. Scale bar is 200  $\mu$ m.

## Supplementary Fig.10

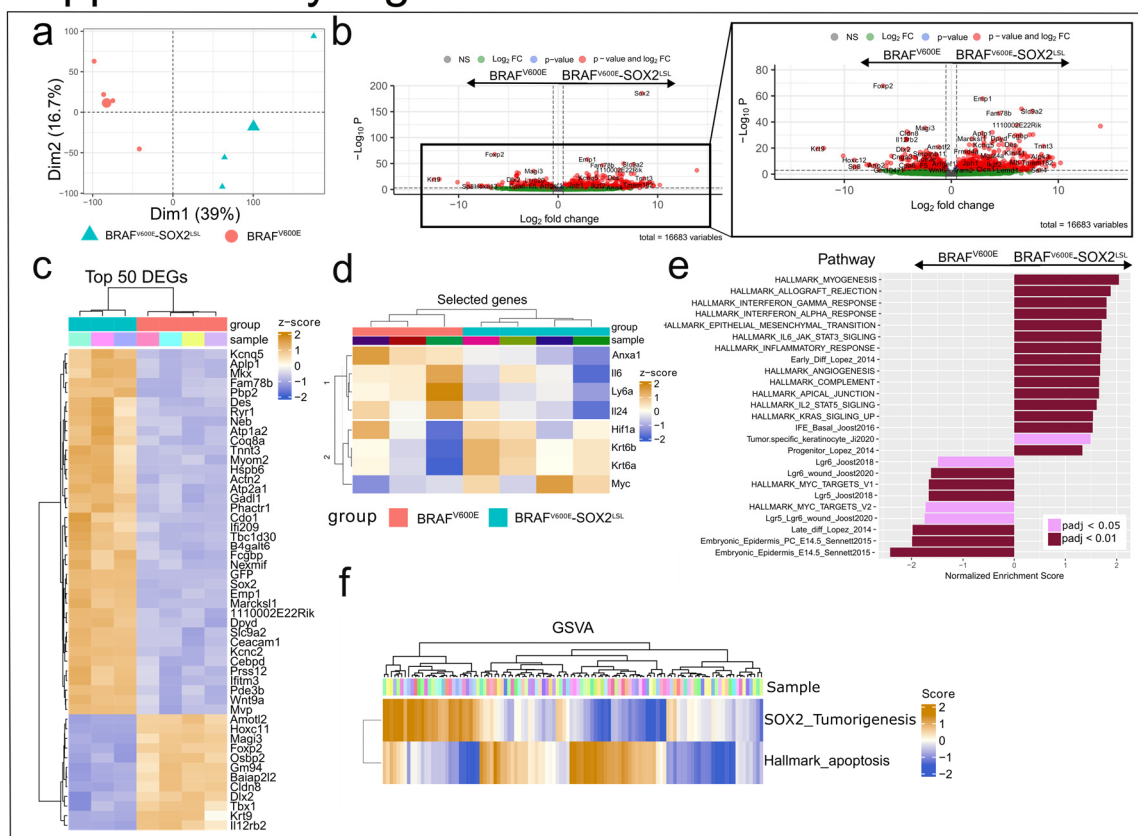

**Supplementary Fig. 10. SOX2 accelerates the transformation from the IVL+ tumour-resistant population, related to Figure 6.**

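In a principal component analysis of the log2 CPM of the 6 tumours, with genes centred and scaled, component 1 held 42.8% of the variance and component 2 held 19.3%. On component 1 the Ivl:BRAF V600E tumours lay at -85.8, -110 and -54.2 and the Ivl:BRAF V600E-SOX2 LSL tumours at 161, 46.9 and 42.4, so that the groups did not overlap (an exact permutation p of 0.1, the smallest 3 against 3 allow). On component 2 they did overlap. With genes centred and not scaled, component 1 held 51.3%.
Of the 50 genes drawn in the heat map of Supplementary Fig. 10c, 49 were tested, because the entry named GFP in the count table had 0 counts in the 6 tumours. All 49 had an edgeR adjusted p below 0.05 and no overlap between groups, where chance gives 10%, with 37 higher in Ivl:BRAF V600E-SOX2 LSL tumours and 12 higher in Ivl:BRAF V600E tumours. The list was called by the paper on these libraries, so this count shows no stability. Among the 49, 9 were on the skeletal-muscle list, such as Tnnt3 (chromosome 7, 142498836 to 142516009). Tnnt3 was at or below 3 counts in the Ivl:BRAF V600E tumours and at least 170-fold higher in Ivl:BRAF V600E-SOX2 LSL tumours. It was called in 3 of the 6 fits that left out a tumour. Krt9 (chromosome 11, 100186781 to 100193246), a keratin of thick skin, had 13.6, 390 and 378 CPM in the Ivl:BRAF V600E tumours and was at least 2403-fold lower in Ivl:BRAF V600E-SOX2 LSL tumours, where it did not exceed 3 counts. Its adjusted p stayed below 0.05 in 2 of the 6 fits that left out a tumour.
The 8 genes selected for Supplementary Fig. 10d had smaller differences. The log2 fold changes were 0.72 for Anxa1, 0.82 for Il6, 1.15 for Ly6a, 1.37 for Il24, -0.07 for Hif1a, -1.29 for Krt6b, -1.02 for Krt6a and -0.34 for Myc, with standard errors of 0.22, 0.50, 0.40, 0.64, 0.23, 0.53, 0.47 and 0.16. Over all tested genes the edgeR adjusted p lay between 0.104 for Anxa1 and 0.886 for Hif1a, and over these 8 genes alone it lay between 0.0870 and 0.786, so that 0 of the 8 passed 0.05 either way, with 3 at an unadjusted p below 0.05. The groups did not overlap in Anxa1 and Ly6a. Krt6a and Krt6b are near-identical paralogs, and the counting can split or drop the reads they share. In DESeq2, Anxa1, Ly6a and Krt6b had adjusted p values of 0.0220, 0.0378 and 0.0482. With each tumour left out in turn, Hif1a ranged from -0.29 to 0.12 and the other 7 genes kept their sign. Il6 was close to the floor, at 0.407 ± 0.149 CPM in Ivl:BRAF V600E tumours and 0.717 ± 0.324 CPM in Ivl:BRAF V600E-SOX2 LSL tumours (SD, n = 3 each).

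**Figure D5:**
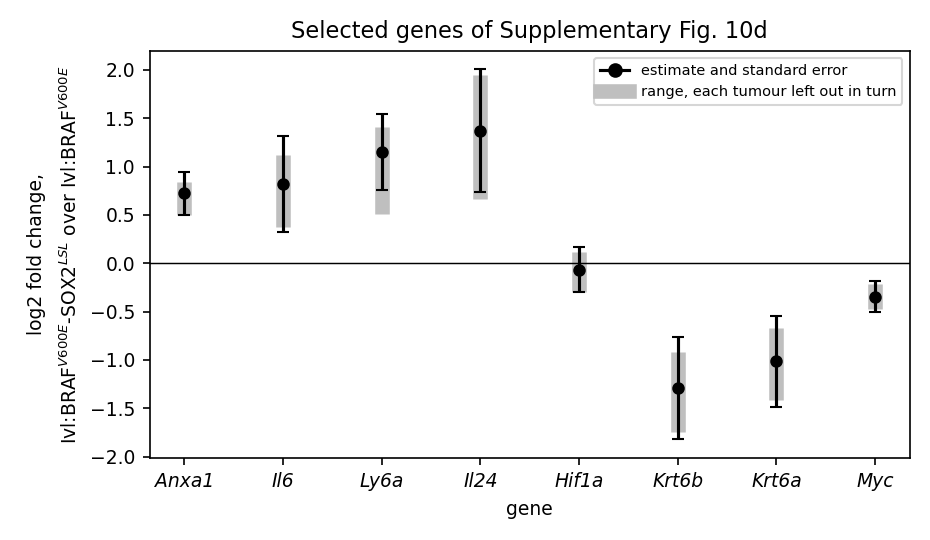
Log2 fold change (Ivl:BRAF V600E-SOX2 LSL over Ivl:BRAF V600E) of the 8 selected genes, with dots and whiskers for the edgeR estimate and its standard error and grey bars for the range when each tumour is left out in turn. Anxa1, Il6, Ly6a and Il24 lie above 0, Krt6b, Krt6a and Myc lie below it, and the bar of Hif1a, from -0.29 to 0.12, spans 0.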

**a.** PCA of normalised expression showing the correlation between IvI:BRAF<sup>V600E</sup> (n=4) and IvI:BRAF<sup>V600E</sup>-SOX2<sup>LSL</sup> (n=3) sequenced in one batch. **b.** Volcano plot showing differentially expressed genes between IvI:BRAF<sup>V600E</sup> (n=4) and IvI:BRAF<sup>V600E</sup>-SOX2<sup>LSL</sup> (n=3) tumours using Wald test (two-tailed). **c,d.** Hierarchical clustering heatmap of top 50 differentially expressed genes (c) and selected genes (d) showing normalised expression and correlation between IvI:BRAF<sup>V600E</sup> (n=6) and IvI:BRAF<sup>V600E</sup>-SOX2<sup>LSL</sup> (n=3). **e.** Gene set enrichment analysis of Hallmarks and indicated pathways in IvI:BRAF<sup>V600E</sup> (n=6) and IvI:BRAF<sup>V600E</sup>-SOX2<sup>LSL</sup> (n=3). Showing pathways significantly enriched (at least padj < 0.05, based on an adaptive multi-level split Monte-Carlo). **f.** Single-sample Gene Set Variation Analysis (GSVA) for selected signatures in cSCC samples obtained from a human dataset (n=62) <sup>2</sup>.

## Supplementary reference list

1. Joost, S. *et al.* The Molecular Anatomy of Mouse Skin during Hair Growth and Rest. *Cell Stem Cell* **26**, 441-457.e7 (2020).
2. Bailey, P. *et al.* Driver gene combinations dictate cutaneous squamous cell carcinoma disease continuum progression. *Nat Commun* **14**, 5211 (2023).

# Supplementary material for: SOX2 confers tumour permissiveness in a specific skin progenitor population
**Source:** Nat Commun. 2026 Jan 8;17:304. doi: 10.1038/s41467-025-66251-4
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Information

### **Description of Additional Supplementary Information**

Supplementary Data 1. cSCC MAPK signalling shared signature derived from commonly upregulated and differentially expressed genes ( $\text{Log}_2$  Fold Change  $>3$  and  $\text{padj} < 0.01$ ) obtained from  $\text{Ivl:BRAF}^{\text{V600E}}$ ,  $\text{K5:BRAF}^{\text{V600E}}$  and  $\text{K14:BRAF}^{\text{V600E}}$  tumours compared to normal skin from control litter mates.

Supplementary Data 2. SOX2\_tumorigenesis\_human signature derived from the top 150 differentially expressed genes ( $\text{Log}_2$  Fold Change  $>2$  and  $\text{padj} < 0.01$ ) between  $\text{Ivl:BRAF}^{\text{V600E}}$  and  $\text{Ivl:BRAF}^{\text{V600E}}\text{-SOX2}^{\text{LSL}}$  murine tumours of which 139 genes were converted to human orthologs.

# Supplementary material for: SOX2 confers tumour permissiveness in a specific skin progenitor population
**Source:** Nat Commun. 2026 Jan 8;17:304. doi: 10.1038/s41467-025-66251-4
**Supplement:** Supplementary file 5 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Provide a description of all commercial, open source and custom code used to collect the data in this study, specifying the version used OR state that no software was used.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| Data analysis   | For mouse samples raw sequence quality control was performed using FastQC (v0.11.8) before and after removing adapters and low-quality base calls (Phred score <20) using TrimGalore with default options (v0.6.6). Trimmed reads were aligned to GRCh38, release 100 using Hisat2 (v2.1.0). Gene counts were subsequently estimated using featurecounts (subread/1.6.3). For human cell lines, raw sequence quality control and alignment were performed using Nextflow nf-core/rnaseq pipeline using STAR and Salmon 52. Trimmed reads were aligned to GRCh38, release 113. Sva::ComBat-seq was used for batch correction (v3.52.0). For all samples, after removing transcripts without a minimum of 5 reads in at least one sample, the differential expression analysis between mouse tumours and skin was performed using the R package DESeq2 (v1.44.0). The resultant p-values were corrected for multiple comparisons using the Benjamini-Hochberg approach. The following additional R packages were used for downstream analysis: pheatmap (v1.0.8), fgsea (v1.30.0), enhancedVolcano (v1.22.0), clusterProfiler (v4.12.6), dplyr (v1.1.4), tidyr (v1.3.1), AnnotationHub (v3.12.0), ggvenn (0.1.10), AnnotationDbi (v1.66.0), mixOmics (v6.26.0). |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus. The accession numbers for the RNA-seq data reported in this paper are NCBI GEO GSE280236 and GSE303703. Source Data are provided with this paper. The remaining data are available within the Article, Supplementary Information or Source Data file.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

### Reporting on sex and gender

Use the terms *sex* (biological attribute) and *gender* (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design; whether sex and/or gender was determined based on self-reporting or assigned and methods used. Provide in the source data disaggregated sex and gender data, where this information has been collected, and if consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.

### Reporting on race, ethnicity, or other socially relevant groupings

Please specify the socially constructed or socially relevant categorization variable(s) used in your manuscript and explain why they were used. Please note that such variables should not be used as proxies for other socially constructed/relevant variables (for example, race or ethnicity should not be used as a proxy for socioeconomic status). Provide clear definitions of the relevant terms used, how they were provided (by the participants/respondents, the researchers, or third parties), and the method(s) used to classify people into the different categories (e.g. self-report, census or administrative data, social media data, etc.) Please provide details about how you controlled for confounding variables in your analyses.

### Population characteristics

Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."

### Recruitment

Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.

### Ethics oversight

Identify the organization(s) that approved the study protocol.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

### Sample size

A priori based on historical data sets were used to ensure the smallest sample size that could give a significant difference was chosen in accordance with the 3Rs

### Data exclusions

No data were excluded.

### Replication

Multiple biological replicates were used to verify reproducibility of experiments. All attempts at replication were successful.

### Randomization

For all histological analysis the samples were randomized

### Blinding

For all histological analysis the samples researchers were blinded to the genotype or treatment

# Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

### Antibodies use

KRT5 (905501, Biolegend), cleaved CASP3 (9661, Cell Signalling), cPARP (ab32064, Abcam), CD34 (119302, Biolegend), Ki67 (12202, Cell Signaling), SOX2 (14962, Cell Signaling) and pSTAT3 (9131, Cell Signaling). anti-rabbit EnVision HRP-conjugated secondary antibody (K4003, Agilent). KRT14 (ab7800, Abcam), c-MYC (ab32072, Abcam), RFP (600-401-379, Rockland) and SOX9 (AB5535, Millipore). In-situ hybridisation detection for Anxa1 (509298), Ivl (422538), Ly6a (427578), PPIB (313918; positive control) and dapB (312038; negative control) (all Bio-Techne) mRNA. was performed using RNAScope 2.5 LSx (Brown) detection kit (322700; Bio-Techne) according to the manufacturer's instructions. H&E staining was performed on a Leica autostainer (ST5020). Goat anti-rabbit IgG 488 (A11034, Invitrogen) and goat anti-mouse IgG 647 secondary antibody (A21236, Invitrogen diluted), DAPI (MBD0015, Sigma-Aldrich). Primary antibody application optimal dilution: KRT5, 1/1500; Ki67, 1/1000; pSTAT3, 1/100; SOX2, 1/200; CASP3, 1/500.

KRT14, 1/300; c-MYC, 1/800; RFP, 1/1000; SOX9, 1/500; CD34, 1/100; cPARP 1/1000

### Validation

All antibodies were selected on the manufacturers recommendations regarding target species. Antibodies were optimised and validated on control tissue with known expression of target antigen; location and intensity of signal where assessed to confirm correct antibody binding.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

### Cell line source(s)

State the source of each cell line used and the sex of all primary cell lines and cells derived from human participants or vertebrate models.

### Authentication

Describe the authentication procedures for each cell line used OR declare that none of the cell lines used were authenticated.

### Mycoplasma contamination

Confirm that all cell lines tested negative for mycoplasma contamination OR describe the results of the testing for mycoplasma contamination OR declare that the cell lines were not tested for mycoplasma contamination.

### Commonly misidentified lines (See [ICLAC](#) register)

Name any commonly misidentified cell lines used in the study and provide a rationale for their use.

## Animals and other research organisms

Policy information about [studies involving animals; ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

### Laboratory animals

Mus Musculus with a mixed C57BL/6 background were used, experiments were started on mice aged 6-10 weeks.

### Wild animals

Study did not involve wild animals

### Reporting on sex

Mouse sex was determined at weaning by inspecting the genitalia. Numbers of males and females used per experimental group is reported for each experiment in the figure and figure legends. Sex differences were not seen.

### Field-collected samples

Study did not involve samples collected from the field

### Ethics oversight

All mouse experiments were performed according to UK Home Office regulations (project licence 70/8646 and PP3908577) following approval by the University of Glasgow Animal Welfare and Ethical Review Body.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Plants

|                       |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Seed stocks           | Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.                                                                                                                                                                                                                                                                                          |
| Novel plant genotypes | Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied. |
| Authentication        | Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.                                                                                                                                                                                                                                       |

How the deposited data were processed for this re-analysis (not part of the article)

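Bulk tumour RNA of Ivl:BRAF V600E and Ivl:BRAF V600E-SOX2 LSL mice was measured by RNA sequencing after depletion of ribosomal RNA. The authors checked the reads with FastQC, trimmed adaptors and low-quality bases with TrimGalore, aligned them to GRCm38 with HISAT2 and counted them per gene with featureCounts. They deposited the raw read counts per gene in a table of the whole series, without normalisation, filtering or pooling of replicates. The table lists 55423 features, of which 55154 had a symbol in the reference list, 55240 had a position in GENCODE M21, the annotation used here for coordinates on GRCm38, and 2 are the sequences GFP and EGFP. Whether multimapping reads or the strand were used in counting is not stated.

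The table has 7 columns named by mouse. The Source Data of the paper lists 6 of these mice with their genotype and sex, and the columns were assigned to the groups from that list, 3 tumours per group. The remaining 1 column did not match a listed mouse by name and was not used. Its name begins like those of the Ivl:BRAF V600E-SOX2 LSL columns, while the group sizes of the paper leave room only for another Ivl:BRAF V600E tumour. By name and group size its group is therefore uncertain. Its EGFP count, which could bear on the group, was seen when the counts were first looked at. That count was not used to assign the column. The paper's numbers of genes may rest on this tumour as well, which limits their comparison with those here. The test had been designed for the 4 Ivl:BRAF V600E and 3 Ivl:BRAF V600E-SOX2 LSL tumours of the paper, and it was run on 3 against 3. The sample labels number the tumours but do not name the mice, so the columns carry no replicate number.

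All computation started from the deposited counts. Genes with at least 5 reads in at least 1 tumour were kept (24433 genes), as in the methods of the paper, library sizes were scaled by TMM, and the groups were compared with edgeR 4.0.16 in R 4.3.3 by the quasi-likelihood test with Benjamini-Hochberg adjustment at 0.05. Expression is given as CPM (counts per 1 M, after TMM), and log2 CPM uses a prior count of 2. The thresholds for the signature, a log2 fold change above 2 and an adjusted p below 0.01, are those of the paper. Gene lists were tested with fgsea 1.28.0 with 10000 simple permutations, on lists with at least 5 tested genes. Principal components were computed on log2 CPM with genes centred and scaled. Tables and figures were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9. The scripts were tested on simulated counts before they were run on the real counts. On the simulated counts, fgsea gave a list of 40 changed genes an NES of 3.50 and a list of 40 unchanged genes an NES of 1.10 (adjusted p = 0.307).

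Between 23565432 and 31152826 counts on genes were available per tumour. A level of 3 counts was taken as the smallest that can be told from 0, and a fold against a group in which no tumour exceeded 3 counts is given as a lower bound. Depth limits the statements on low genes such as Il6, and the number of tumours limits all others.

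The genes named in the text were chosen by a rule set before the data were examined: the 10 genes with the smallest p in each direction among those with an adjusted p below 0.05, a log2 fold change above 2 in size and no overlap between groups, every gene the paper names in its text or in Supplementary Fig. 10, Sox2 and the reporter, and genes of the hand-written lists. Some results under this rule are not reported here. Genes outside the rule are marked as chosen after their values were seen.

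The alternatives were DESeq2 1.42.0 (Wald test) and limma 3.58.1 (voom with sample weights) in place of edgeR, DESeq2's size factors and upper-quartile scaling in place of TMM, no filter on low counts and edgeR's filterByExpr, sex or the mean log2 CPM of the skeletal-muscle genes as a covariate, removal of the skeletal-muscle genes, a log2 fold change of 1, a ranking by log2 fold change or by the DESeq2 statistic, camera, fry and Reactome sets in place of fgsea with the hand-written lists, and each tumour left out in turn. After the data were seen, the removal of the 10 genes with the most counts and a correction for GC content and transcript length were added. The Hallmark and published gene sets, the human dataset and the other tumour models of the paper were not analysed here.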

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

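All tests in this part were chosen before their results were seen, except the removal of the genes with the most counts and the correction for GC content and length.

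The skeletal-muscle list stood out because muscle is not discussed in the paper's text, although the myogenesis Hallmark is among the sets drawn in Supplementary Fig. 10e. Its median log2 fold change was 5.94, with 84 of its 85 tested genes higher in Ivl:BRAF V600E-SOX2 LSL tumours. Its mean log2 CPM was -2.06, -2.10 and -1.61 in the Ivl:BRAF V600E tumours and 3.20, 3.29 and 1.503 in the Ivl:BRAF V600E-SOX2 LSL tumours. A candidate explanation is skeletal muscle tissue in the sampled tumours. After the group means were removed, the genes of the list varied together from tumour to tumour, with a mean pairwise correlation of 0.549 against a median of 0.003 in 10000 random lists matched on size and expression (share 1e-04, the smallest these lists can give). Genes of developing muscle had few counts: over the 3 Ivl:BRAF V600E-SOX2 LSL tumours together, Myh3 had 10 counts, Myod1 35, Myog 62, Pax7 23 and Myh8 27, while in the Ivl:BRAF V600E tumours Myh3 had 2, Myod1 and Myog 0, Pax7 2 and Myh8 1. The list of myogenic regulators that holds these genes was nevertheless higher in Ivl:BRAF V600E-SOX2 LSL tumours (NES 2.09, fgsea adjusted p = 6.3e-05, median log2 fold change 3.05), with 13 of its 14 tested genes higher, group means that did not overlap, and 4 genes, Des, Chrna1, Ncam1 and Myf6, called by edgeR. Another explanation is that the transgene sets the level of the muscle genes. Among the 3 Ivl:BRAF V600E-SOX2 LSL tumours the list ranged over 1.78 log2 units and Sox2 over 0.23, a ratio of 7.70, so the list did not follow the level of Sox2 there, which does not exclude a response that is already saturated. Library totals did not separate the groups (exact two-sided permutation p = 1), and the sex given matched in 6 of 6 tumours. Over all genes, 951 had an adjusted p below 0.05 with the 10 genes that take the most counts removed and 1144 with a correction for GC content and length, against 954. Over the alternatives the adjusted p of the list ranged from 6.1e-58 to 0.167, which was reached with camera. Genotype accounted for 93.6% of the variance of the muscle score, so muscle content and genotype cannot be told apart over all genes. Whether muscle was collected beside the tumours or had been invaded by them was not tested. The correlation alone does not settle whether tissues were mixed or expression was regulated. Lists of late differentiation (0.408) and myogenic regulators (0.331) also varied together more than random lists, while the distal-limb list did not (-0.011, share 0.529). The macrophage (0.638) and fibroblast (0.566) lists varied together as well, which a mixture of cells would also give, so they do not speak against that reading. Muscle tissue in the samples remains a hypothesis that these counts cannot settle.

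Gm44275 stood out because the paper does not discuss it and it ranked behind Sox2 and EGFP among the genes higher in Ivl:BRAF V600E-SOX2 LSL tumours, with a log2 fold change of 6.58. Over the alternatives it ranged from 6.32 to 8.49, with an adjusted p between 1.6e-56 in DESeq2 and 0.144 with the muscle score as a covariate. A shared origin of its reads with the overlapping antisense gene Gm36640 cannot be told apart, because the strand used in counting is not stated. Transcription that runs between Gm44275 and Emp1 was not tested directly. The pseudogene Dynlt1-ps1 between them was not called (log2 fold change 0.17, edgeR adjusted p = 0.674), but 1 pseudogene cannot decide this. The alternatives include the removal of the 10 genes with the most counts and the correction for GC content and length. The log2 fold change of Gm44275 did not go below 6.32 in them. No biological explanation other than genotype was tested.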

How the results depend on the processing

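The alternatives were set before the data were examined, except the removal of the 10 genes with the most counts and the correction for GC content and transcript length, which were added after the data were seen. No paired analysis was possible because the columns of the count table carry mouse names and no replicate numbers, and the fits with the replicate number as a block were not run.

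The number of genes with an adjusted p below 0.05 was 954. It was 3653 with DESeq2, 2142 with limma-voom, 1759 without a filter on low counts, 228 with sex as a covariate and 0 with the muscle score as a covariate, where 506 genes had an unadjusted p below 0.05. It was 927 with DESeq2's size factors inside edgeR, 974 with upper-quartile scaling, 1296 with filterByExpr, 819 with the skeletal-muscle genes removed, all 819 of them shared with the 954, and 951 with the 10 genes with the most counts removed, 944 of them shared. With the correction for GC content and length it was 1144, of which 534 were higher in Ivl:BRAF V600E-SOX2 LSL tumours and 610 higher in Ivl:BRAF V600E tumours, against 585 and 369 without it. The cause was not tested.

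The number of genes past the signature thresholds, 38, became 509 with DESeq2, 59 with limma-voom, 178 without a filter, 15 with filterByExpr and 0 with the muscle score as a covariate. Of the SOX2_tumorigenesis genes, 11 passed these thresholds, against 120 with DESeq2, 69 without a filter, 3 with filterByExpr, 18 with sex as a covariate, 5 with the skeletal-muscle genes removed and 0 with the muscle score as a covariate. Of the skeletal-muscle genes, 7 were among the top genes, against 45 with DESeq2, 2 with limma-voom, 49 without a filter, 15 with sex as a covariate, 0 with filterByExpr and 0 with the muscle score as a covariate. At an unadjusted p below 0.05 there were 5452 genes with filterByExpr and 506 with the muscle score. The cause was not tested.

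Across the 6 fits that each left out a tumour, the number of genes with an adjusted p below 0.05 ranged from 22 to 1575, and 1575 was reached without the Ivl:BRAF V600E-SOX2 LSL male collected on day 55. The number past the signature thresholds ranged from 2 to 94, that of SOX2_tumorigenesis genes past them from 1 to 39, and that of skeletal-muscle genes among the top genes from 0 to 24. The log2 fold change of Sox2 ranged from 8.05 to 8.77, and its adjusted p was below 0.05 in each of these 6 fits. Component 1 held from 44.0% to 48.2% of the variance, 51.3% with unscaled genes and 47.9% with filterByExpr, and the number of gene lists with an adjusted p below 0.05 ranged from 18 to 22. Hif1a ranged from -0.29 to 0.12, and it reversed to 0.0102 without the Ivl:BRAF V600E female with onset on day 63 and to 0.12 without the Ivl:BRAF V600E-SOX2 LSL male collected on day 55. The adjusted p of the trunk-position list ranged from 6.1e-04 to 0.0570, and the list reversed without the same male, at 6.1e-04.

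With the muscle score as a covariate, the log2 fold change of Sox2 was 8.43 with an adjusted p that no longer passed, and several genes reversed, with log2 fold changes of -0.60 for Des, -0.0113 for Anxa1, -1.01 for Il6, -0.74 for Ly6a, -3.10 for Il24, 0.15 for Myc, -0.12 for Ptprc and 0.66 for Krt10. The lists that reversed were angiogenesis (adjusted p = 0.658), apoptosis (0.995), complement (0.00282), epithelial-mesenchymal transition (0.00636), fibroblasts (0.0854), interferon (0.409), late differentiation (0.995), macrophages (0.00636), MYC targets (0.636) and trunk position (8.5e-08). The inflammatory list gave 0.112, the shared signature 0.303, and 11 lists passed. As the score follows genotype (93.6% of its variance), a call lost or a sign reversed in this fit does not show that the gene or list depends on muscle.

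With camera, 1 list passed instead of 21, and the adjusted p was 0.369 for epithelial-mesenchymal transition, 0.167 for IL-6 and STAT3, 0.244 for the inflammatory list, 0.448 for interferon and 0.221 for the shared signature. With fry, 8 lists passed, and the adjusted p was 0.116 for epithelial-mesenchymal transition and for interferon and 0.105 for the shared signature. The IL-6 and STAT3 list and the inflammatory list kept an adjusted p below 0.05 with fry. With Reactome sets, the angiogenesis theme passed at 0.0310. Ranked by log2 fold change, the head-position list reversed (adjusted p = 0.604). With limma-voom, Hif1a reversed to 0.12. The cause was not tested.

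Of the other comparisons between a result and an alternative, 899 kept their direction and their side of the threshold, and the rest changed: 96 were weaker and 12 stronger. The depth of 23565432 to 31152826 counts limits genes near the floor of 3 counts, such as Il6, Kcnc2 and Gadl1, for which folds are uncertain or lower bounds.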

Differences from the paper's values

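The paper derives its signature from the top 150 genes past its thresholds, so 150 is the number taken from the top, and a count of genes past the thresholds bears on it only as a minimum. With edgeR 38 genes passed the same thresholds here, fewer than that minimum. Of the alternatives set before the data were examined, the fit without a filter on low counts gave 178 genes and DESeq2 gave 509, each enough for a top 150. The others gave fewer than 150, among them limma-voom with 59 and the fits that left out a tumour with 2 to 94.

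The paper gives 139 genes of its signature as past its thresholds after conversion to human genes, while 11 of the 131 genes that could be matched passed them here. With DESeq2, the tool the paper's methods name, 120 passed, within 1.5 times of the paper's value. None of the other alternatives set before the data were examined did so, and the closest was the fit without a filter, with 69.

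Supplementary Fig. 10d, as coloured, draws Anxa1, Il6, Ly6a and Il24 higher in the columns of the Ivl:BRAF V600E colour. It draws Krt6a, Krt6b and Myc higher in those of the Ivl:BRAF V600E-SOX2 LSL colour. In that panel 3 columns carry the first colour and 4 the second, while Supplementary Fig. 10a gives 4 and 3 tumours. The colours may therefore be swapped, so opposite signs here cannot be read as a reversal of the paper's result. Here the log2 fold changes of Ivl:BRAF V600E-SOX2 LSL over Ivl:BRAF V600E were 0.72, 0.82, 1.15 and 1.37 for Anxa1, Il6, Ly6a and Il24 and -1.02, -1.29 and -0.34 for Krt6a, Krt6b and Myc. With the muscle score as a covariate, Anxa1, Il6, Ly6a, Il24 and Myc took the other sign (-0.0113, -1.01, -0.74, -3.10 and 0.15), and none of them passed the adjusted threshold in that fit, where 0 genes did (506 at an unadjusted p below 0.05).

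The paper states that angiogenesis was activated in Ivl:BRAF V600E-SOX2 LSL tumours. The hand-written list, which holds other genes than the paper's set, had an adjusted p of 0.115, and over its alternatives the adjusted p ranged from 0.0310 with the Reactome set for VEGF signalling to 0.658 with the muscle score. Supplementary Fig. 10e also draws a published early-differentiation set as higher in Ivl:BRAF V600E-SOX2 LSL tumours. The hand-written early-differentiation list, which holds other genes, had an NES of -2.52 and was lower in Ivl:BRAF V600E-SOX2 LSL tumours, with 0 of its 17 genes higher. Over the alternatives the adjusted p of this list ranged from 3.3e-09 to 0.995.

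Supplementary Fig. 10c names GFP among its top genes. In the count table the GFP entry had 0 counts in the 6 tumours, and EGFP had 4957, 3410 and 3132 counts in the Ivl:BRAF V600E-SOX2 LSL tumours.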

Other observations

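The tests of the splits for the signature genes, the gene lists and the shared signature, and the test of the immune and stromal lists, were chosen after the results were seen. The other tests in this part were chosen before.

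There are 10 ways to split the 6 tumours into groups of 3, so no result of these can be told apart from a random split at a share below 0.1. Each split other than the real one mixed the genotypes unevenly and so kept part of the genotype difference. The real split gave 954 genes with an adjusted p below 0.05, and 1 of the 10 splits, the real one, gave as many. The others gave 0 to 5, with 399 to 817 genes at an unadjusted p below 0.05, and the split of females against males gave 5. For the genes past the signature thresholds, 1 of the 10 splits gave as many as 38, and the others gave 0 to 4. For the gene lists, 2 of the 10 splits gave 21 or more, and the other 9 gave 9 to 23. For the shared signature of Supplementary Data 1, 1 of the 10 splits gave a score as far from 0, and the highest of the others was 1.97 against 1.98. Of the 954 genes, 64 are on the skeletal-muscle list and 890 are not.

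Krt9 and several posterior Hox genes were higher in the Ivl:BRAF V600E tumours, and a candidate explanation is that the tumours came from different body sites. The paper states that the Ivl:BRAF V600E model developed lesions on the back, paws, ears and lips, and the site of each sequenced tumour was not used here. The list of distal-limb position genes had an NES of -2.48 (fgsea adjusted p = 3.3e-07), with group means that did not overlap: 1.29, 1.07 and 1.54 log2 CPM in the Ivl:BRAF V600E tumours and -1.96, -2.07 and -2.31 in the Ivl:BRAF V600E-SOX2 LSL tumours. The camera adjusted p of this list was 0.0151, and over its alternatives the adjusted p ranged from 1.6e-09 to 0.0151. Distal-limb genes that the paper's heat map does not draw had a median log2 fold change of -4.05. Not all genes of the list went that way: 3 of its 15 tested genes had a log2 fold change above 0, namely Hoxd10 (0.89) and Pitx1 (0.44), each without overlap between the groups, and Tbx4 (0.01), and none of the 3 was called. Inside the groups the list did not vary together (mean pairwise correlation -0.011, and a share of 0.529 of 10000 random lists had one at least as high). A difference in body site may therefore lie behind these genes, but it cannot be told apart from an effect of SOX2 on them, because all Ivl:BRAF V600E tumours lie on one side.

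The trunk-position list had an fgsea adjusted p of 0.0478, and 1.88 log2 CPM in the Ivl:BRAF V600E-SOX2 LSL male collected on day 55 against -1.99 and -2.10 in the other Ivl:BRAF V600E-SOX2 LSL tumours and -0.96, -0.85 and -0.86 in the Ivl:BRAF V600E tumours. The same tumour had 2.67% of its counts on keratin genes, against 8.36% and 7.06% in the other Ivl:BRAF V600E-SOX2 LSL tumours and 10.6%, 15.5% and 14.2% in the Ivl:BRAF V600E tumours, and 425 CPM of Krt10 against 3994 and 7214 in the other Ivl:BRAF V600E-SOX2 LSL tumours. No explanation was tested for this tumour.

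Lists of epithelial-mesenchymal transition, complement and interferon genes were higher in Ivl:BRAF V600E-SOX2 LSL tumours, and more immune and stromal cells in these tumours are a candidate explanation. The macrophage list had an fgsea adjusted p of 1.8e-05, a median log2 fold change of 1.69 and 22 of 22 genes higher, and the fibroblast list had 0.0122, 1.06 and 19 of 21, although the mean log2 CPM of the fibroblast list overlapped between the groups. These lists are not independent of the lists they would explain: 11 of the 21 fibroblast genes are also in the epithelial-mesenchymal transition list and 4 of the 22 macrophage genes in the complement list. Without the shared genes, in a check added after the results were seen, the macrophage list still had an adjusted p of 6.6e-05 (18 genes, all higher), while the fibroblast list had 0.154 (10 genes, 9 higher) with a median log2 fold change of 1.08, close to the 1.06 of the full list. The smaller list therefore leaves the stromal part of the explanation undecided. The T-cell list had an adjusted p of 0.0201 with group means that overlapped, and the endothelial list (NES 0.76, adjusted p = 0.835) and the B-cell list (NES 0.55, adjusted p = 0.962) were not enriched, so the candidate explanation does not extend to every such cell type tested. Over its alternatives the adjusted p of the macrophage list ranged from 4.4e-07 to 0.369 with camera, and that of the fibroblast list from 0.00509 to 0.448. With the muscle score as a covariate both lists reversed, in a fit whose covariate follows genotype (93.6% of its variance). Ptprc, a gene of leukocytes, had 10.1, 12.5 and 17.3 CPM in the Ivl:BRAF V600E tumours and 43.2, 28.4 and 26.5 CPM in the Ivl:BRAF V600E-SOX2 LSL tumours. Bulk counts cannot separate the number of such cells from their expression.

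Cd34, which the paper stained in Ivl:BRAF V600E-SOX2 LSL tumours, was also measured in these RNA libraries and had a log2 fold change of 0.20 (edgeR adjusted p = 0.552). The apoptosis list had an NES of 1.79 (fgsea adjusted p = 0.00273) with 36 of 45 genes higher in Ivl:BRAF V600E-SOX2 LSL tumours, and the Reactome apoptosis set had 0.0589. The shared signature, called by the paper on other libraries, had 232 tested genes of 253, of which 101 were higher and 131 lower in Ivl:BRAF V600E-SOX2 LSL tumours, with a median log2 fold change of -0.35, an NES of -1.98 and an fgsea p of 3.2e-08, while camera gave 0.221 and fry 0.105.

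Of 736 Reactome sets, 246 had an fgsea adjusted p below 0.05. The set for translation, chosen after its values were seen, had an NES of -3.39 with a median log2 fold change of -0.46 over 169 genes. No explanation was tested.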
